# Myeloid deficiency of the intrinsic clock protein BMAL1 accelerates cognitive aging by disrupting microglial synaptic pruning

**DOI:** 10.1186/s12974-023-02727-8

**Published:** 2023-02-24

**Authors:** Chinyere Agbaegbu Iweka, Erica Seigneur, Amira Latif Hernandez, Sur Herrera Paredes, Mica Cabrera, Eran Blacher, Connie Tsai Pasternak, Frank M. Longo, Luis de Lecea, Katrin I. Andreasson

**Keywords:** Circadian clock, BMAL1, Microglia, Synaptic plasticity, Sleep–wake cycle

## Abstract

Aging is associated with loss of circadian immune responses and circadian gene transcription in peripheral macrophages. Microglia, the resident macrophages of the brain, also show diurnal rhythmicity in regulating local immune responses and synaptic remodeling. To investigate the interaction between aging and microglial circadian rhythmicity, we examined mice deficient in the core clock transcription factor, BMAL1. Aging *Cd11b*^*cre*^*;Bmal*^*lox/lox*^ mice demonstrated accelerated cognitive decline in association with suppressed hippocampal long-term potentiation and increases in immature dendritic spines. C1q deposition at synapses and synaptic engulfment were significantly decreased in aging *Bmal1*-deficient microglia, suggesting that BMAL1 plays a role in regulating synaptic pruning in aging. In addition to accelerated age-associated hippocampal deficits, *Cd11b*^*cre*^*;Bmal*^*lox/lox*^ mice also showed deficits in the sleep–wake cycle with increased wakefulness across light and dark phases. These results highlight an essential role of microglial BMAL1 in maintenance of synapse homeostasis in the aging brain.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-023-02727-8.

## Background

The circadian clock is a time-keeping system that enables anticipation and adaptation to changes in the environment to maintain homeostasis in living organisms [1, 2]. Disruption of the circadian clock at the whole-body or organ level is associated with cardiovascular, metabolic, neoplastic and neurological disorders, and is a prominent feature in aging in many organ systems [3–7].

A central regulator of the cellular clock machinery is BMAL1 (brain and muscle Arnt (aryl hydrocarbon receptor nuclear translocator)-like protein) which dimerizes with CLOCK (circadian locomotor output cycles kaput) to regulate circadian gene expression in a cell-specific manner, where approximately 15% of all genes are rhythmically regulated within all cell types [8, 9]. BMAL1 is a member of the basic-helix–loop–helix (bHLH)-PER–ARNT–SIM (PAS) superfamily of transcription factors and was originally characterized by its high expression in the brain and muscle [10]. Global deletion of *Bmal1* accelerates age-related pathologies such as atherosclerosis, calcification of limb joints, and ocular abnormalities, and reduces lifespan [11]. In peripheral macrophages, *Bmal1* deletion disrupts the diurnal rhythmicity of immune cell trafficking, mitochondrial metabolism and inflammatory responses [12–14].

Microglia are brain-resident macrophages that maintain tissue homeostasis by clearing cellular debris and misfolded proteins and protecting against pathogens. Microglia also regulate synaptic circuitry by pruning non-functional synapses [15–17]. Several studies have demonstrated circadian rhythmicity in microglial expression of inflammatory molecules, synaptic pruning and changes in morphology that are altered with age [18–22]. However, the role of circadian regulation of microglial function in age-associated cognitive decline has not been explored. Here, we investigated the effects of circadian clock disruption in aging microglia by partial ablation of the core clock protein BMAL1 in myeloid-lineage cells. We find that microglia deficient in BMAL1 show disrupted synaptic pruning and a persistence of immature dendritic spines, a phenotype associated with accelerated age-related hippocampal memory decline and disrupted sleep–wake cycle.

## Results

### Microglial BMAL1 deficiency disrupts hippocampal-dependent memory in aged mice

The circadian clock declines with aging and is associated with deficits in learning and memory [6, 23, 24]. We have previously shown that macrophage circadian gene expression and immune responses decline in aging mice [25]. Aging microglia also exhibit a diminished capacity for normal function that is associated with impaired cognition [26–28]. To investigate the interaction between microglial circadian function and aging, we generated myeloid-specific *Bmal1* conditional knock out mice (*CD11b*^*cre*^*;Bmal1*^*lox/lox*^; cKO) and confirmed reduced BMAL1 protein expression in peritoneal macrophages (Additional file 1: Fig. S1A; *p* = *0.0178*). We then subjected young and aged (*CD11b*^*cre*^) WT and *Bmal1* cKO mice to a series of cognitive tasks. The novel object recognition task, a non-spatial recall test that measures discrimination between a familiar and novel object, revealed impaired memory in aged *Bmal1* cKO compared to littermate WT mice (Fig. 1A). Young *Bmal1* cKO mice performed similarly to WT in their examination of the novel object (Fig. 1A). Spatial learning and memory, which is encoded primarily by the hippocampus, was tested using the Barnes maze task. Primary escape latency over the 5-day training period decreased by a larger degree for young WT compared to aged WT and *Bmal1* cKO mice (Fig. 1 B). Aged *Bmal1* cKO showed a significant increase in escape latency compared to WT mice (Fig. 1C; *p* = *0.0118*), indicating a deficit in spatial memory. Young *Bmal1* cKO performed better on the Barnes maze task compared to WT mice (Fig. 1C; *p* = *0.0319*) consistent with a recent study showing that microglial loss of *Bmal1* improved cognition in young mice [29]. In the open field test, which assesses motor function, exploratory activity, and anxiety, there were no differences in motor function but there was increased anxiety in aged *Bmal1* cKO compared to WT mice (Fig. 1D, E; *p* = *0.0301*). There were no differences in motor activity, exploration or anxiety between young *Bmal1* cKO and WT mice (Fig. 1D, E). These results indicate that microglial BMAL1 deficiency accelerates age-associated deficits in spatial and non-spatial learning and memory.

**Fig. 1:**
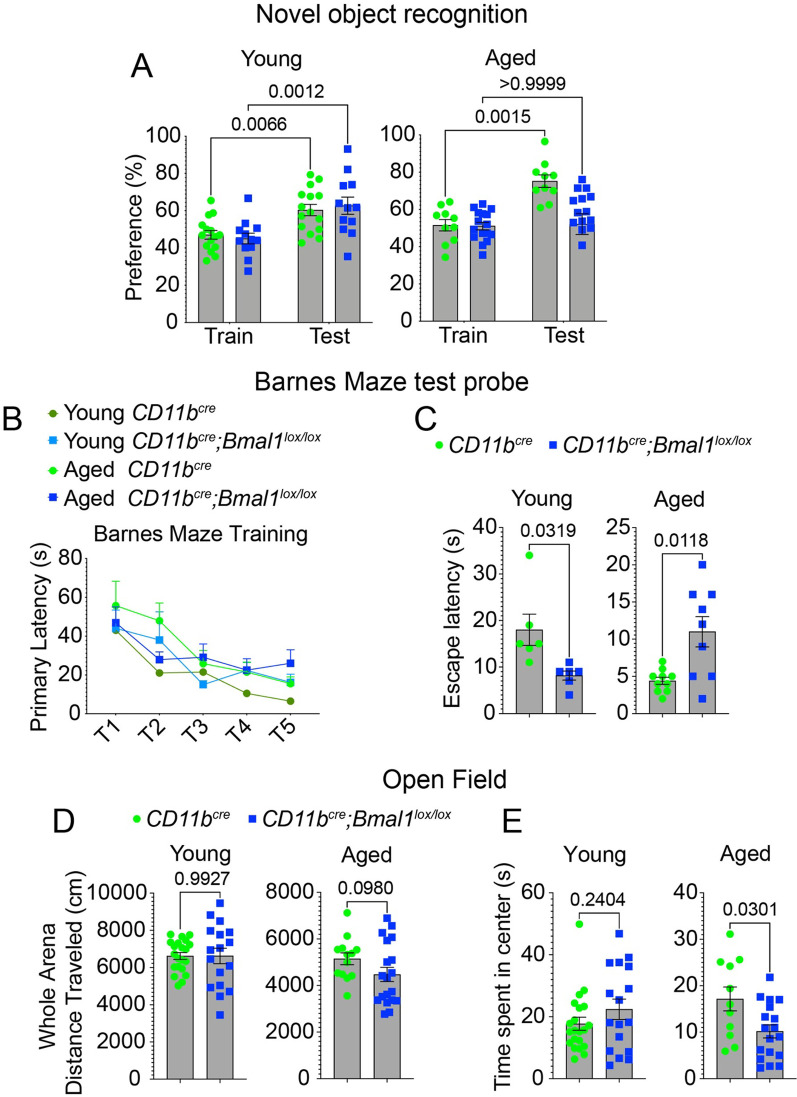
Microglia BMAL1 deficiency disrupts hippocampal-dependent behavior and increases anxiety in aged, but not young mice. **A** Preference in the novel object recognition task in young (3–6 months, *CD11b*^*cre*^, *n* = 15; *CD11b*^*cre*^*;Bmal1*^*lox/*lox^, *n* = 12) and aged (18–20 months, *CD11b*^*cre*^, *n* = 10; *CD11b*^*cre*^*;Bmal1*^*lox/lox*^, *n* = 16) mice. **B** Primary escape latency during the 5-day trial period for young and aged mice. **C** Escape latency in the testing phase of the Barnes maze task in young (3–6 months, *CD11b*^*cre*^, *n* = 6; *CD11b*^*cre*^*;Bmal1*^*lox/lox*^, *n* = 6) and aged (18–20 months, *CD11b*^*cre*^, *n* = 9; *CD11b*^*cre*^*;Bmal1*^*lox/lox*^, *n* = 10) mice. **D** Distance travelled in whole arena in the open field task in young (3–6 months, *CD11b*^*cre*^, *n* = 21; *CD11b*^*cre*^*;Bmal1*^*lox/lox*^, n = 17) and aged (18–20 months, *CD11b*^*cre*^*,* n = 12; *CD11b*^*cre*^*;Bmal1*^*lox/lox*^, *n* = 19) mice. **E** Time spent in the center area in the open field task in young (3–6 months, *CD11b*^*cre*^, n = 21; *CD11b*^*cre*^*;Bmal1*^*lox/lox*^, *n* = 17) and aged (18–20 months, *CD11b*^*cre*^*,* n = 12; *CD11b*^*cre*^*;Bmal1*^*lox/lox*^, *n* = 19) mice. Data are represented as the mean ± SEM. *P*-values were calculated using paired *t*-test, or two-tailed Student’s* t*-test.

### Microglial BMAL1 deficiency suppresses long-term potentiation in the CA1 hippocampal region of aged mice

Next, we asked if neural correlates of learning and memory in aged mice were altered in *Bmal1* cKO mice. First, we assessed basal synaptic transmission. The input/output (I/O) curve reflecting the efficacy of pre- and post-synaptic neurotransmitter release was significantly increased at higher stimulation strengths (50 to 65 µA) in aged *Bmal1* cKO mice, consistent with increased basal synaptic transmission (Fig. 2A; *p* = *0.0231*). Next, we evaluated short-term synaptic plasticity by measuring paired-pulse ratio (PPR) in the CA1 region of the hippocampus. PPR measures the probability of activity-dependent presynaptic vesicular release following an action potential [30]. The ratio of the amplitude of the second response to that of the first to stimulation is inversely related to the release probability. PPR was significantly reduced at 10 ms (Fig. 2B; *p* = *0.0339*) and increased at 50 ms (*p* = *0.0049*), 100 ms (*p* = *0.0595*), 200 ms (*p* = *0.0467*), and 500 ms (*p* = *0.0404*) in aged *Bmal1* cKO compared to WT mice (Fig. 2B), consistent with alterations in presynaptic short-term plasticity.

**Fig. 2:**
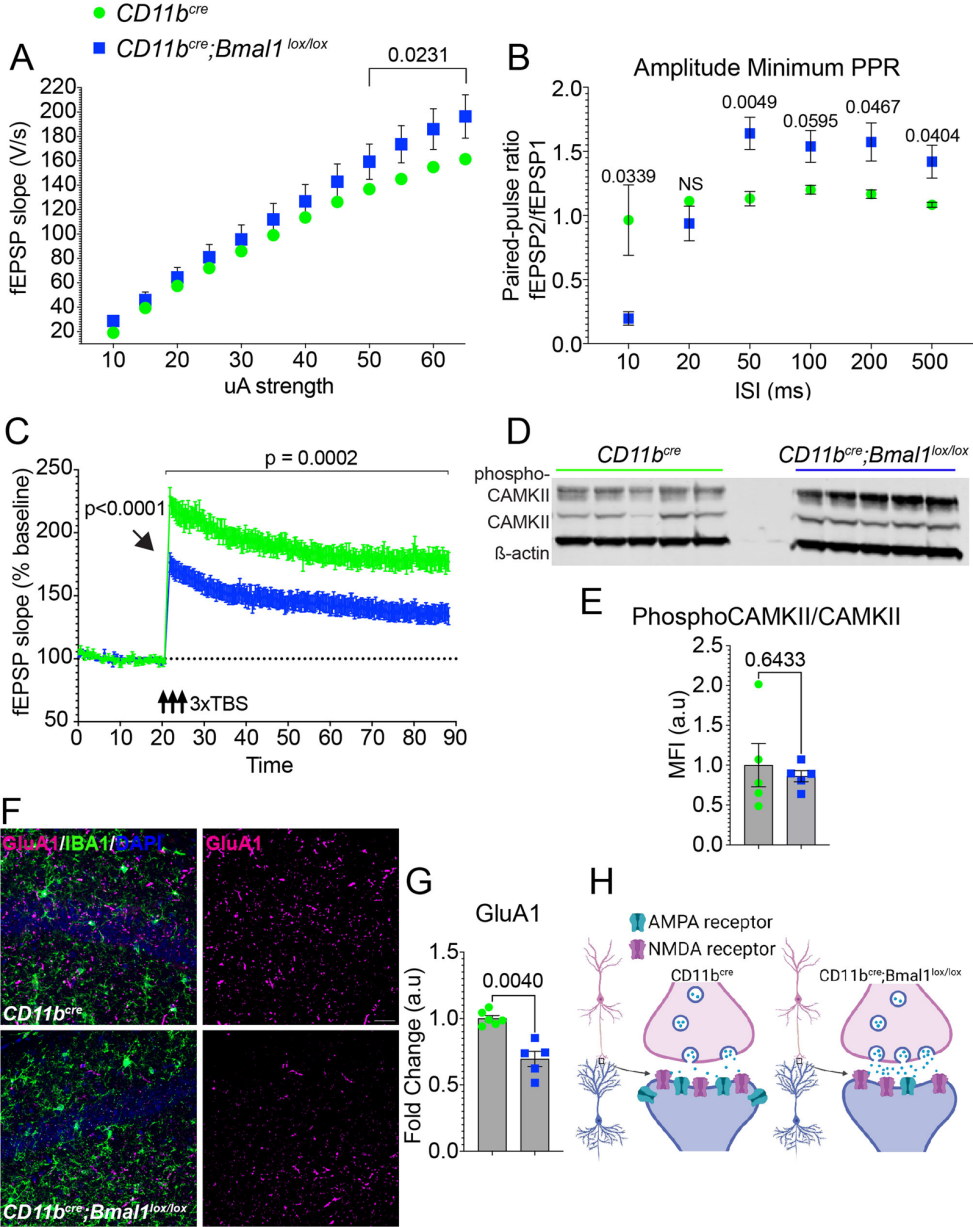
Deficits in long-term potentiation in the CA1 hippocampal region in aged *Bmal1* cKO mice. **A** Input/output (I/O) curves as a measure of basal synaptic transmission in the CA1 region of the hippocampus (10 slices, 5 mice per aged *CD11b*^*cre*^ and *CD11b*^*cre*^*;Bmal1*^*lox/lox*^ mice). **B** Paired-pulse ratio was recorded from CA1 pyramidal neurons with inter-stimulus intervals: 10, 20, 50, 100, 200, or 500 ms from aged *CD11b*^*cre*^ (18–20 months; *n* = 8) and *CD11b*^*cre*^*;Bmal1*^*lox/lox*^ (*n* = 10) mice. **C** Long-term potentiation (LTP) in the CA1 hippocampal region over a 90-min recording interval (*n* = 10 slices, 5 mice per aged *CD11b*^*cre*^ and *CD11b*^*cre*^*;Bmal1*^*lox/lox*^ mice). Arrow shows that induction of LTP is significantly reduced in *CD11b*^*cre*^ (228.669 ± 7.285) and *CD11b*^*cre*^*;Bmal1*^*lox/lox*^ (176.359 ± 7.593; *p* < *0.0001*). **D** Representative immunoblot of phospho-CAMKII and CAMKII in aged *CD11b*^*cre*^ and *CD11b*^*cre*^*;Bmal1*^*lox/lox*^ mice (18–20 months; n = 5/group). **E** Quantification of phospho-CAMKII and CAMKII immunoblot in **D** normalized to ß-actin. **F** Representative confocal images of GluA1 (magenta) expression in the hippocampal CA1 region of aged *CD11b*^*cre*^ (top, *n* = 6) and *CD11b*^*cre*^*;Bmal1*^*lox/lox*^ (bottom, *n* = 5) mice. Scale bar, 50 µm. **G** Quantification of mean fluorescence intensity of GluA1 in the hippocampal CA1 region of aged *CD11b*^*cre*^ (n = 6) and *CD11b*^*cre*^*;Bmal1*^*lox/lox*^ (*n* = 5) mice. **H** Diagram highlighting differences in synaptic release and numbers of receptors between genotypes in aged CA1 hippocampus. Data are represented as the mean ± SEM. *P*-values were calculated using two-way RM ANOVA or two-way ANOVA: effects of time and genotype and Sidak’s multiple comparisons test with Geisser–Greenhouse correction. Theta burst stimulation (TBS)

We next examined long-lasting, activity-dependent changes in synaptic efficacy from the CA3 to CA1 Schaffer collateral pathway in the hippocampus to assess postsynaptic plasticity. We found significant impairment in long-term potentiation (LTP) in hippocampal slices from aged *Bmal1* cKO compared to WT mice across 70 min of recording (Fig. 2C; main effect of genotype for 70 min post-induction: F_1,18_ = 20.77, *p* = *0.0002*). This impairment was apparent immediately after LTP induction (Fig. 2C; *p* < *0.0001*). Thereafter, LTP in aged *Bmal1* cKO mice slowly decayed to ~ 35% potentiation, whereas WT mice stabilized LTP at ~ 80% with respect to baseline.

Calcium/calmodulin-dependent protein kinase II (CaMKII) is critical for the induction of LTP, and inhibition of CAMKII prevents LTP [31–34]. To investigate the candidate mechanisms underlying the reduced LTP in aged *Bmal1* cKO mice, we tested whether microglial *Bmal1* deficiency might alter hippocampal levels of CAMKII or phosphorylated CAMKII. Quantitative immunoblotting showed increased total CAMKII expression and CAMKII phosphorylation, however, there was no difference in the ratio of phosphorylated CAMKII/total CAMKII between aged *Bmal1* cKO and WT mice (Fig. 2D, E; *p* = *0.6433*). The AMPA receptor subunit, GluA1, mediates LTP maintenance by enhancing AMPA receptor conductance and anchoring at the synapse [35]. To reconcile the increase in I/O ratio with decreased LTP induction and amplitude, we assessed levels of GluA1 expression. Aged *Bmal1* cKO mice exhibited decreased GluA1 signal in the CA1 hippocampal region compared to WT mice (Fig. 2F–H; *p* = *0.0040*). These data suggest that microglial BMAL1 deficiency alters hippocampal plasticity in aged mice by a mechanism involving reduced insertion of AMPA receptors in dendritic spines in aged mice.

### BMAL1-deficient microglia increase synaptic density in the CA1 hippocampal region of aged mice

Microglia actively maintain neural circuitry and plasticity through selective pruning of synapses [36–38]. Given the cognitive deficits and altered synaptic plasticity observed in aged *Bmal1* cKO mice, we measured expression levels of presynaptic and postsynaptic proteins, SNAP25 and PSD95, respectively, in the CA1 hippocampal region. Aged *Bmal1* cKO mice showed higher immunoreactivity for both PSD95 *(p* = *0.0487)* and SNAP25 *(p* = *0.0439)* compared to aged WT mice (Fig. 3A, B). No significant differences were observed between young *Bmal1* cKO and WT mice (Additional file 1: Fig. S1B, C). These results were confirmed using quantitative immunoblotting for PSD95 *(p* = *0.0010)* and SNAP25 *(p* = *0.0441)* (Fig. 3C, D). Assessment of synaptic morphology and density by Golgi staining confirmed increased dendritic spine density in aged *Bmal1* cKO compared to WT mice (Fig. 3E, F; *p* = *0.0245*). Aged *Bmal1* cKO mice had a higher density of filopodia-like *(p* = *0.00497)*, stubby *(p* = *0.0185)* and mushroom spines *(p* = *0.01498)* compared to WT mice (Fig. 3G), indicating a persistence of immature synapses in aged *Bmal1* cKO mice. These data suggest a significant impairment in pruning of synapses resulting from microglial BMAL1 deficiency in aged mice.

**Fig. 3:**
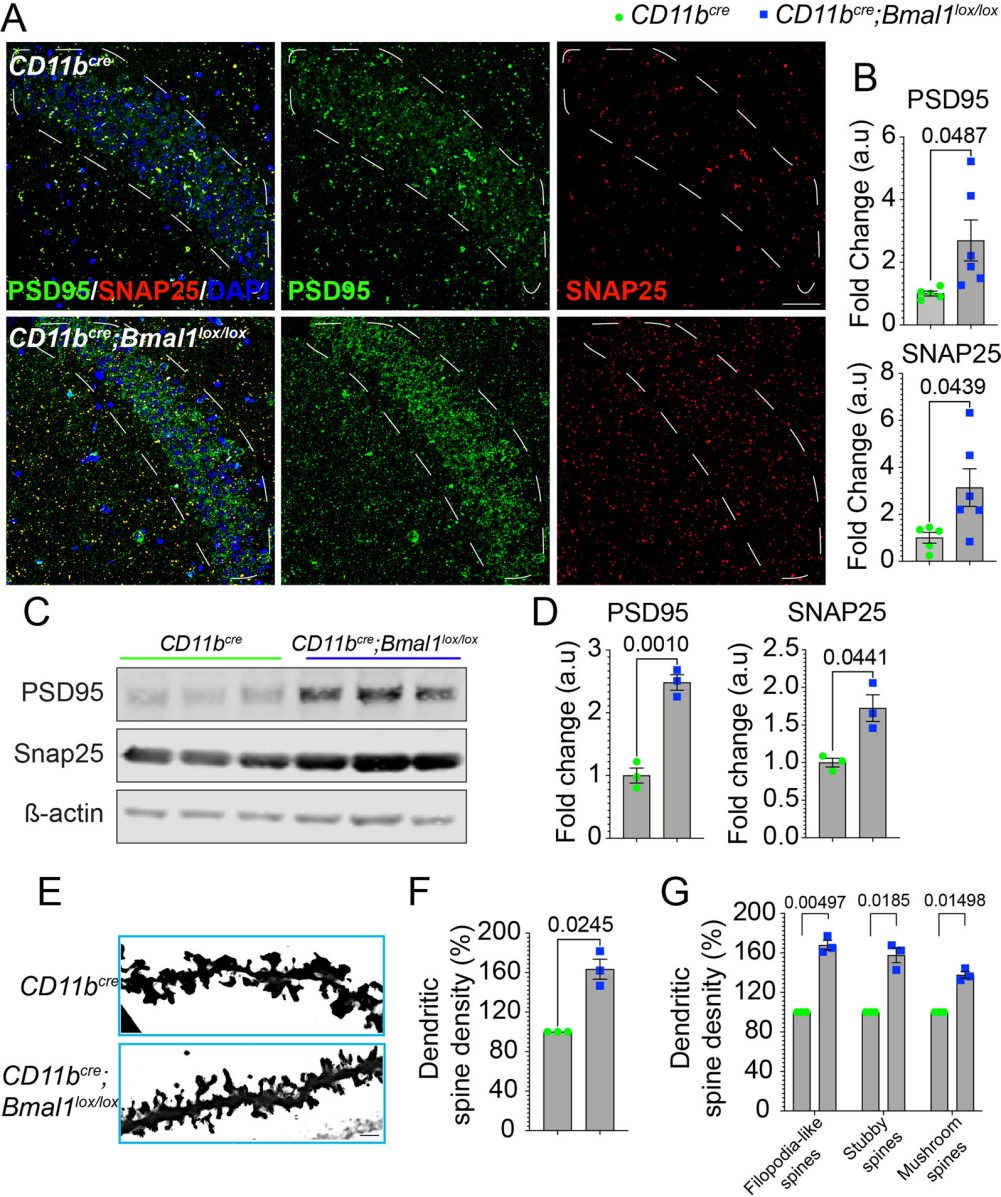
Increased numbers of immature spines in aged *Bmal* cKO CA1 hippocampus. **A** Representative images of PSD95 (green) and SNAP25 (red) expression in aged *CD11b*^*cre*^ and *CD11b*^*cre*^*;Bmal1*^*lox/lox*^ mice (18–20 months). Scale bar, 50 µm. White dotted lines in **A** indicate region of interest quantified in **B**. **B** Mean fluorescence intensity of PSD95 and SNAP25 in aged *CD11b*^*cre*^ (*n* = 5) and *CD11b*^*cre*^*;Bmal1*^*lox/lox*^ mice (*n* = 6). **C** Representative immunoblot of PSD95 and SNAP25 in aged *CD11b*^*cre*^ and *CD11b*^*cre*^*;Bmal1*^*lox/lox*^ mice (18–20 months; *n* = 3/group). **D** Quantification of PSD95 and SNAP25 normalized to ß-actin. **E** Representative images of Golgi stain of apical dendritic spines in the CA1 region of the hippocampus aged *CD11b*^*cre*^ and *CD11b*^*cre*^*;Bmal1*^*lox/lox*^ mice (18–20 months; n = 3/group). Scale bar, 5 µm. **F** Dendritic spine density (10–12 neurons/CA1 region) in aged *CD11b*^*cre*^ and *CD11b*^*cre*^*;Bmal1*^*lox/lox*^ (*n* = 3/group) mice. **G** Dendritic spine density of filopodia-like, stubby and mushroom spines in aged *CD11b*^*cre*^ and *CD11b*^*cre*^*;Bmal1*^*lox/lox*^ (*n* = 3/group) mice. Data are represented as the mean ± SEM. *P*-values were calculated using two-tailed Student’s* t*-test

### Microglial BMAL1 deficiency decreases C1q expression and synaptic pruning in aged CA1 hippocampus

To investigate mechanisms that may underlie defective synaptic pruning in aged *Bmal1* cKO mice, we measured expression of C1q, an opsonin that is deposited on synaptic terminals and promotes synapse removal through interaction with the microglial C3 receptor, CR3 [37, 39, 40]. C1q is primarily expressed by microglia and increases with age, although neuronal expression has also been reported [39, 41, 42]. In the CA1 hippocampal region of aged *Bmal1* cKO mice, C1q colocalized with PSD95, but its abundance was significantly reduced (Fig. 4A, B; *p* = *0.0010*) in contrast to PSD95 levels (Fig. 4A, B; *p* = *0.0012)* which were significantly elevated (Fig. 3A, B). CD68, a microglial lysosomal protein, was observed in close proximity to PSD95/C1q and was also decreased in aged *Bmal1* cKO (Fig. 4A, B; *p* = *0.0427*), suggesting reduced microglial production of both C1q and CD68. There were no differences in C1q, PSD95 or CD68 levels between young *Bmal1* cKO and WT mice (Additional file 1: Fig. S2A, B).

**Fig. 4:**
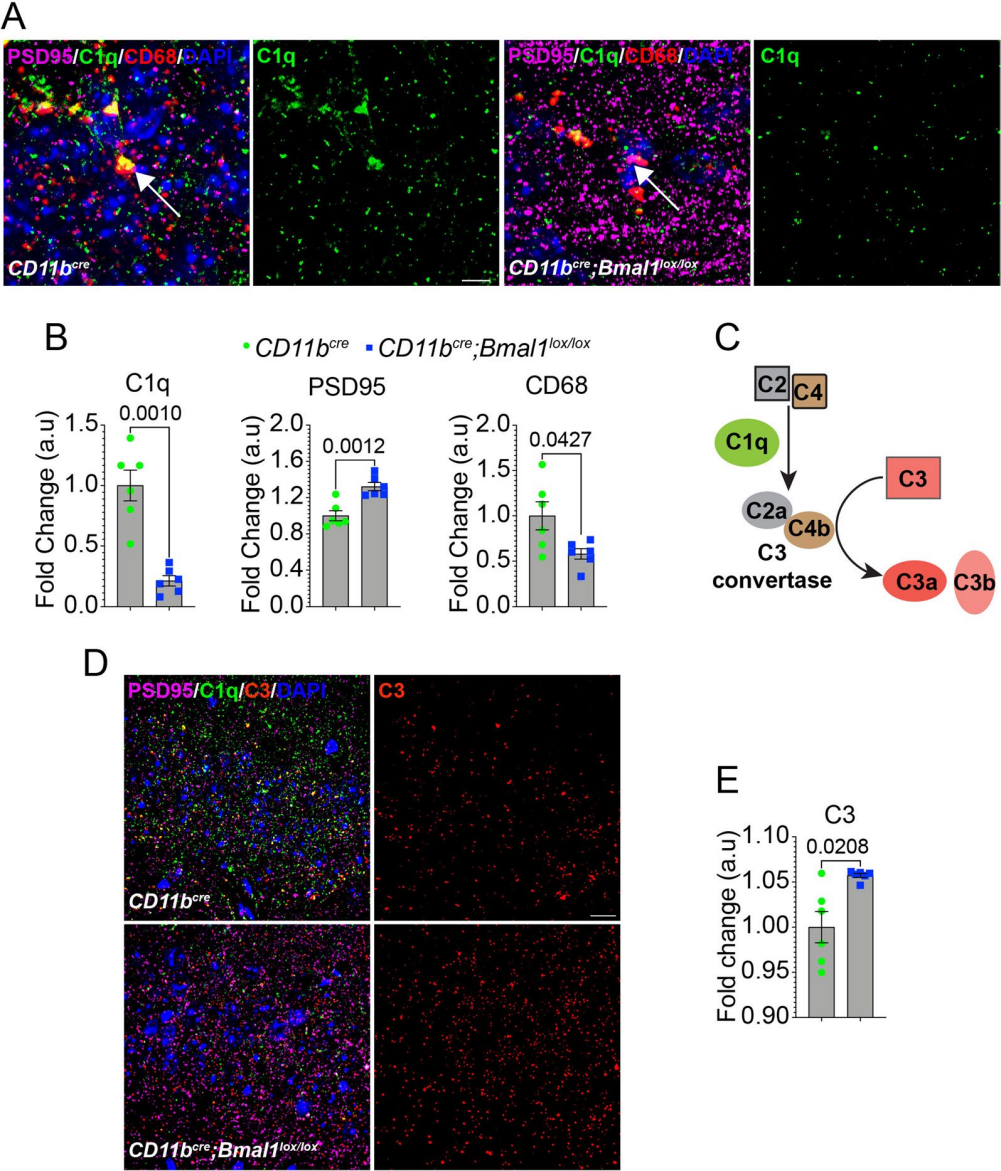
Microglial BMAL1 deficiency decreases C1q and increases C3 in aged CA1 hippocampus. **A** Representative images of C1q (green), PSD95 (magenta) and CD68 (red) expression in the hippocampal CA1 region of aged *CD11b*^*cre*^ and *CD11b*^*cre*^*;Bmal1*^*lox/lox*^ mice (18–20 months). Scale bar, 10 µm. White arrow shows colocalization of C1q, PSD95 and CD68 present in aged *CD11b*^*cre*^ that is absent in *CD11b*^*cre*^*;Bmal1*^*lox/lox*^ mice. **B** Mean fluorescence intensity (MFI) of C1q, PSD95 and CD68 (n = 6/group). **C** Schematic illustrating C1q activation of C3. **D** Representative confocal images of C1q (green), PSD95 (magenta) and C3 (red) expression in the CA1 hippocampal area in aged *CD11b*^*cre*^ and *CD11b*^*cre*^*;Bmal1*^*lox/lox*^ mice. Scale bar, 20 µm. **E** MFI of C3 in aged *CD11b*^*cre*^ and *CD11b*^*cre*^*;Bmal1*^*lox/lox*^ mice (n = 6/group). Data are represented as the mean ± SEM. *P*-values were calculated using two-tailed Student’s* t*-test

C1q promotes the formation of C3 convertase through activation of complement proteins, C4 and C2. C3 convertase cleaves C3 to produce C3a, a pro-inflammatory mediator, and C3b, an opsonin that initiates phagocytosis via the CR3 receptor on microglia [43]. We observed a reciprocal increase in C3 immunoreactivity in the CA1 hippocampal region of aged *Bmal1* cKO mice compared to WT (Fig. 4C–E; *p* = *0.0208*), suggesting that C3 may accumulate in response to reduced levels of C3 convertase.

Next, we assessed microglial engulfment of synapses by measuring colocalization of PSD95 and CD68 within IBA1 + microglia. Superresolution microscopy was used to quantify PSD95 within CD68 + structures in IBA + microglia in order to identify engulfed synapses. Aged *Bmal1* cKO microglia demonstrated a significant decrease in internalized PSD95 compared to WT (Fig. 5A–C; *p* = *0.0469*; Additional file 1: Video S1), consistent with decreased synapse engulfment. Taken together, these data indicate that microglial loss of BMAL1 decreases C1q deposition on synapses and synaptic engulfment.

**Fig. 5:**
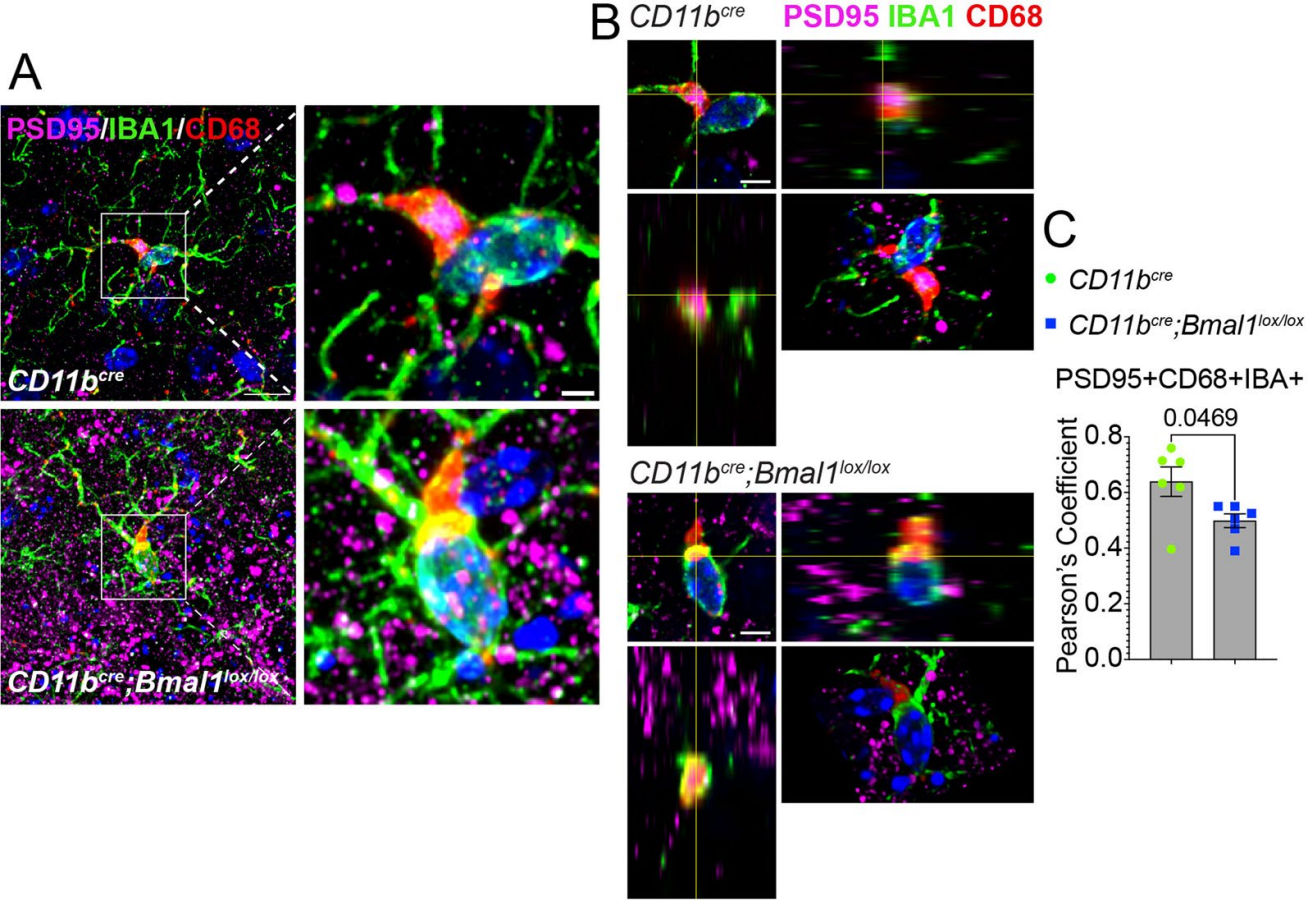
Microglial BMAL1 deficiency decreases synaptic engulfment in aged mice. **A** Representative images of IBA1 + /CD68 + cell engulfment of PSD95 + particles in microglia in aged *CD11b*^*cre*^* and CD11b*^*cre*^*;Bmal1*^*lox/lox*^ mice. Scale bar, 2 µm. **B** Orthogonal views and rotated 3D projection of PSD95 + particles in IBA + /CD68 + microglia from aged *CD11b*^*cre*^* and CD11b*^*cre*^*;Bmal1*^*lox/lox*^ mice*.* **C** Pearson’s coefficient of colocalization of PSD95 and CD68 in IBA1 + cells (n = 6/group) mice. Data are represented as the mean ± SEM. *P*-values were calculated using two-tailed Student’s* t*-test

### Microglia deficient in BMAL1 exhibit microgliosis and reduced expression of lysosomal proteins in the CA1 hippocampal region

To further characterize *Bmal1*-deficient microglia, we measured IBA1 and CD68 expression in the CA1 hippocampal region. A significant increase was observed in IBA1 immunoreactivity *(p* = *0.0028)* and number of microglia *(p* = *0.0126)* in aged *Bmal1* cKO compared to WT mice (Fig. 6A–C). Quantitative immunoblot analysis confirmed the increase in IBA1 expression in aged *Bmal1* cKO mice (Fig. 6D, E; *p* = *0.0067*). Consistent with our previous observation shown in Fig. 4B, CD68 was significantly decreased in aged *Bmal1* cKO mice (Fig. 6A–C; *p* = *0.0494*). The proportion of IBA1 + cells immunoreactive for CD68 was also significantly reduced, indicating an overall decrease in CD68 expression (Fig. 6A–C; *p* = *0.0197*). Morphological analysis of microglial complexity revealed decreases in branch length *(p* = *0.0489)*, branch number *(p* = *0.0385)* and number of junctions *(p* = *0.0398*) in aged *Bmal1* cKO compared to WT mice (Fig. 6F–G). No differences between young WT and *Bmal1* cKO mice in either IBA1 or CD68 expression, proportion of IBA1 + cells immunoreactive for CD68, number of microglia, or morphological parameters were observed (Additional file 1: Fig. S3A–E).

**Fig. 6:**
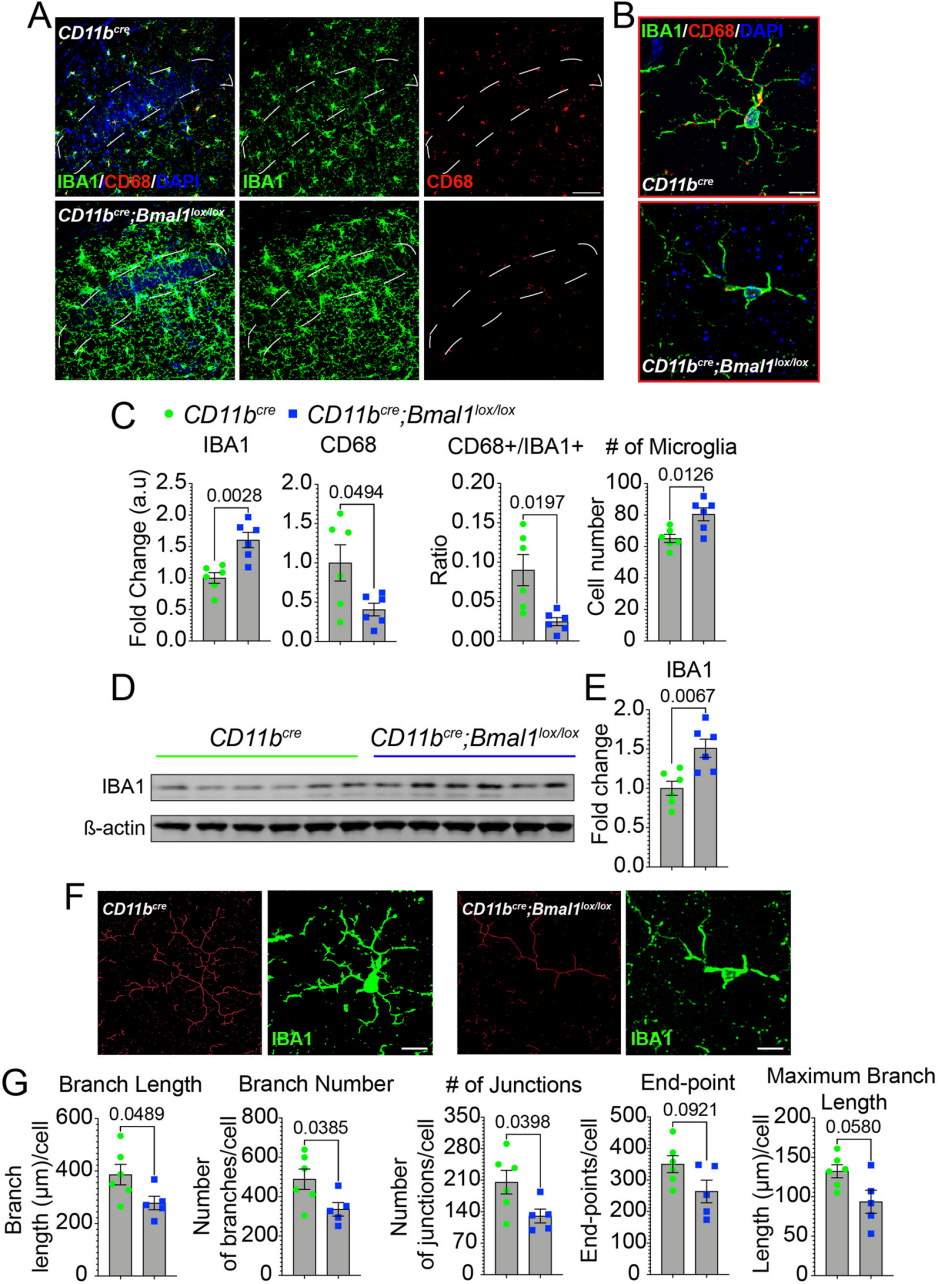
Myeloid *Bmal1* deletion increases microglial activation but decreases lysosomal function in aged mice.** A** Representative confocal images of IBA1 (green) and CD68 (red) expression in the hippocampal CA1 region of aged *CD11b*^*cre*^ and *CD11b*^*cre*^*;Bmal1*^*lox/lox*^ mice (18–20 months, n = 6/group). Scale bar, 50 µm. White dotted lines in **A** indicate region of interest quantified in **C**. **B** Higher magnification of microglia in CA1 hippocampal region from aged *CD11b*^*cre*^ and *CD11b*^*cre*^*;Bmal1*^*lox/lox*^ mice.Scale bar, 5 µm. **C** Mean fluorescence intensity of IBA1, CD68, proportion of IBA1-positive ( +) cells that are CD68 + , and the number of DAPI + IBA1 + microglia (n = 6/group). **D** Representative immunoblot of IBA1 in aged *CD11b*^*cre*^ and *CD11b*^*cre*^*;Bmal1*^*lox/lox*^ mice (18–20 months; *n* = 6/group). **E** Quantification of IBA1 immunoblot normalized to ß-actin. **F** Representative images of skeletonized microglia overlaid on original image from aged *CD11b*^*cre*^ and *CD11b*^*cre*^*;Bmal1*^*lox/lox*^ mice. **G** Quantification of microglial complexity. Scale bar, 5 µm. Every measurement that contained ≤ 2 endpoints with a maximum branch length of less than the cutoff value of 0.5 µm was removed from the analysis. Data are represented as the mean ± SEM. *P*-values were calculated using two-tailed Student’s* t*-test

CD68 is a member of the lysosomal/endosomal-associated transmembrane glycoprotein (LAMP) family whose expression is upregulated with inflammatory stimuli such as bacterial lipopolysaccharide (LPS). Microglial CD68 expression and lysosomal dysfunction increases with aging and is associated with neurodegeneration [44–47]. We investigated additional lysosomal proteins including LAMP1, whose expression was similarly reduced in the CA1 hippocampal region of aged *Bmal1* cKO mice (Additional file 1: Fig. S4A, B; *p* = *0.0335*), as was p62 (Additional file 1: Fig. S4C, D; *p* = *0.0483*) which is required for the formation of the omegasome, a precursor structure of the autophagolysosome [48, 49]. These data suggest that although microglia in aged *Bmal1* cKO mice are proliferating and are morphologically activated, their reduced levels of CD68, LAMP1 and p62 suggest a deficit in lysosomal function.

### Deficiency of BMAL1 in microglia alters the omegasome and viral response genes

To identify biological pathways affected by microglial loss of BMAL1, we performed RNA sequencing on CD11b + microglia isolated from young and aged, WT and *Bmal1* cKO mice. 

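Cells carrying CD11b, a surface integrin of microglia and of other myeloid cells, were captured on magnetic microbeads from homogenates of brain tissue after myelin had been removed, and polyadenylated RNA from each mouse was sequenced as a separate library. WT mice carried *CD11b* cre alone, and *Bmal1* cKO mice carried *CD11b* cre together with floxed copies of *Bmal1*, whose gene symbol is *Arntl*. There were 6 young WT, 6 young cKO, 6 aged WT and 7 aged cKO mice, all male littermates collected between ZT2 and ZT4. The paper gives 3 to 6 months for young and 18 to 20 months for aged mice in the legend of Fig. 1. The authors removed reads of ribosomal RNA, mapped the rest with STAR, estimated the reads of each gene with Salmon, removed 2 outlier samples, and deposited whole-number estimated counts for 20362 genes without normalization. Their methods do not name the genome build. The total count per library ran from 6921658 to 15827116 (median 10913012.5) in young WT mice, from 13256421 to 17874398 (median 14190857.5) in young cKO mice, from 7536742 to 13128530 (median 9255556) in aged WT mice and from 6852660 to 15825499 (median 12961698) in aged cKO mice. Libraries were scaled with edgeR's TMM factors, which lay between 0.739 and 1.23, and all 25 mice entered 1 quasi-likelihood fit with a 4-level group variable, as in the design of the paper. A gene was called at a Benjamini-Hochberg adjusted p-value below 0.1 and a fold change above 1.5, the thresholds in the paper's methods. Within groups, Spearman's rho between the counts of any pair of mice, taken across genes, was between 0.8236 and 0.9828. No pair of libraries had counts as close as sampling noise alone would leave them, and each mouse was therefore counted as 1 replicate. Gene positions are those of GENCODE M21 on GRCm38, in which 20217 of the gene identifiers were found.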

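*Arntl* (ENSMUSG00000055116), the gene targeted in the cKO mice, lies on chromosome 7 of GRCm38 from 113207465 to 113314126. Its counts in the 6 young libraries labelled WT were 250, 215, 154, 176, 139 and 127, and in the 6 young libraries labelled cKO they were 295, 172, 185, 213, 264 and 272. Scaled for library size, this was 14.5 ± 1.56 CPM (the count scaled to a common library size; SD, n = 6) in young WT and 14.5 ± 2.64 CPM (SD, n = 6) in young cKO, a log2 fold change of −0.01 (standard error 0.149, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the aged libraries labelled WT the *Arntl* counts were 159, 182, 184, 178, 109 and 255, and in those labelled cKO they were 493, 317, 315, 248, 137, 315 and 214. The *Arntl* means were 20.9 ± 2.97 CPM (SD, n = 6) in aged WT and 25.4 ± 4.81 CPM (SD, n = 7) in aged cKO, a log2 fold change of 0.28 (standard error 0.144, adjusted p = 0.881, same test). The exact two-sided permutation test on log2 CPM gave p = 0.868 in the young and p = 0.0734 in the aged mice. The *Arntl* count was thus not lower in the libraries labelled cKO at either age. These are counts over the whole gene, in which a deleted exon cannot be told from the rest of the transcript, and the directions given for the remaining genes rest on the genotype labels. In peritoneal macrophages, which were not sequenced, the paper reports reduced BMAL1 protein in its cKO mice. It calls the ablation in myeloid cells partial.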

Principal component analysis (PCA) showed a large difference in transcriptional profiles driven by age (PC1) with variability among the aged mice (PC2) (Fig. 7A). 

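PCA on the variance stabilizing transformation of the 500 most variable genes placed 84.3% of the variance on PC1 and 7.84% on PC2. Aged and young mice differed by 83.6 units on PC1 (permutation test, two-sided, 100000 resamples, p = 1e-05, the smallest that this number of resamples gives). The mean position on PC1 was −41.9 ± 9.24 (SD, n = 6) in young WT, −45.0 ± 2.98 (SD, n = 6) in young cKO, 35.5 ± 32.4 (SD, n = 6) in aged WT and 44.0 ± 29.8 (SD, n = 7) in aged cKO mice. The spread among the aged mice lay on PC1 as well as on PC2. On PC1, aged WT mice ranged from −5.49 to 73.2 and aged cKO mice from 6.08 to 75.3. On PC2, aged WT mice ranged from −10.9 to 20.3 and aged cKO mice from −24.3 to 26.2, with SDs of 13.3 and 22.7, against SDs of 5.90 in young WT and 4.54 in young cKO mice. The median Euclidean distance between a pair of mice over all genes was 147 within the aged and 91.7 within the young mice. Taking all 20362 genes in place of the 500 most variable moved the PC1 share most, to 64.2%. Among the aged mice, animal numbers alike up to the last digit formed 7 groups, between which 88.8% of the PC1 variance within genotypes lay (exact permutation test, p = 0.00683). Each of these groups was of 1 genotype, so a difference between the aged genotypes cannot be told apart from one between groups. The spread between groups of the same genotype is not a difference of genotype. Over the means of the 7 groups, the genotypes differed by 8.46 units on PC1 (exact permutation test over 35 splits, p = 0.714). At the level of single genes, 4883 were called higher and 4280 lower in aged than in young WT mice, and 5186 higher and 5409 lower in aged than in young cKO mice. In mice of either label, all 12 neuron and 10 astrocyte marker genes were among those higher, and all 15 microglial marker genes among those lower. The age difference on PC1 and these calls thus cannot be told apart from a change in the share of RNA from other cells.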

No distinction between genotypes in either aged group was observed at the full transcriptome level. 

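In the aged mice, the genotypes differed by 8.52 units on PC1 (exact permutation test over 1716 splits, two-sided, p = 0.623) and by −5.52 units on PC2 (same exact test, p = 0.601), both less than the SD within either aged group. Over all genes that passed the filter, genotype held 6.57% of the squared distances between the 13 aged mice (permutational analysis of variance, exact over 1716 splits, p = 0.537) and 10.7% of those between the 12 young mice (exact over 924 splits, p = 0.245). The young value depended on the genes used, since over the 500 most variable genes genotype held 24.6% of the young distances (exact p = 0.00216) and 5.41% of the aged distances (exact p = 0.467).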

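Between aged libraries labelled cKO and aged libraries labelled WT, 10 of the 20362 genes were called, and 1264 genes (6.21%) had an unadjusted p-value below 0.05 in the same test. DESeq2 moved this count most, to 66 called genes. The 3 largest decreases were in genes of chromosome 7 (GRCm38). *Gvin1* (ENSMUSG00000045868, 106156556 to 106215326), which encodes a very large interferon-inducible GTPase, had 227 to 2426 counts in the 6 aged WT mice, or 106.7 ± 102.4 CPM (SD, n = 6), and 0 counts in each of the 7 aged cKO mice. This was at least 380-fold lower (log2 fold change −13.32, standard error 1.02, adjusted p = 3.59e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Trim12a* (ENSMUSG00000066258, 104299894 to 104315466), which encodes a tripartite motif protein, had 102 to 402 counts in aged WT and 0 in every aged cKO mouse, and was at least 86.7-fold lower (log2 fold change −11.19, standard error 0.652, adjusted p = 1.73e-08, same test). *Gm18853* (ENSMUSG00000098934), a pseudogene annotated from 106186404 to 106189999 inside *Gvin1*, had 0 to 458 counts in aged WT and 0 in all aged cKO mice (log2 fold change −11.04, standard error 1.56, adjusted p = 0.0207, same test). Each of these genes has close paralogs or an overlapping gene with which reads can be shared in the estimated counts. For *Gvin1* and *Trim12a*, all 7 aged cKO mice lay below all 6 aged WT mice (exact permutation test on log2 CPM, two-sided, *Gvin1* p = 0.000583).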

At the gene level, differential expression analysis (DEA) revealed 150 differentially expressed genes (DEGs) between *Bmal1* cKO and WT aged mice. 

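The calls of both ages had 5 genes in common among those lower in the libraries labelled cKO (*Gvin1*, *Trim12a*, *Trim5*, *Trim30d* and *Gm18853*) and 1 among those higher (*Hddc3*), out of 10 genes lower and 2 genes higher at either age. The number lower at both ages changed most when genes were required to have at least 10 counts in every mouse, which left 0, as all 5 had mice under 10 counts and were removed from the test. Of the 12 genes called at either age, 10 lie on chromosome 7, and 9 of them within 20 Mb of *Arntl* (GRCm38). By comparison, 7.22% of the 20217 genes with a position lie on that chromosome and 2.1% in that window (Fisher's exact test, two-sided, p = 2.16e-10 for the chromosome). Fisher's test counts the called genes as independent, but most belong to the *Trim* and *Gvin1* clusters and some lie inside another called gene. Its p-value therefore overstates the evidence. The distance from the start of *Arntl* was −7.05 Mb for *Gvin1*, −8.91 Mb for *Trim12a*, −8.94 Mb for *Trim5*, −8.74 Mb for *Trim30d*, −7.02 Mb for *Gm18853* and −32.9 Mb for *Hddc3*. A test of whether the genotype difference itself changed with age called 0 genes, with 591 genes (2.9%) at an unadjusted p-value below 0.05.

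**Figure D1:**
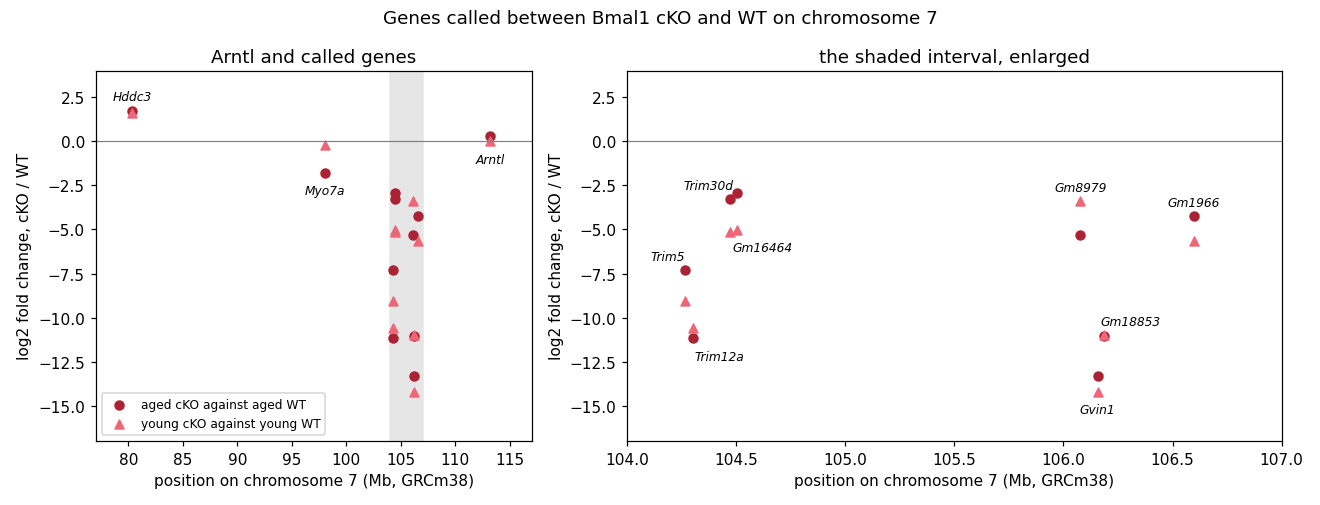
Log2 fold change between libraries labelled cKO and WT (vertical axes) against position on chromosome 7 in Mb of GRCm38 (horizontal axes), for the called genes of that chromosome and *Arntl*. Circles are the aged and triangles the young comparison, and the right panel enlarges the shaded interval of the left panel. *Arntl* lies near 0 at both ages, while *Gvin1* and *Gm18853* lie below −10 at both.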

4/19 (21%) downregulated and 1/144 (< 1%) upregulated genes overlapped between young and aged *Bmal1* cKO mice (Fig. 7B). Of those, 13/150 (9%) were downregulated and 137/150 (91%) were upregulated (Fig. 7C). 

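In the aged comparison, 8 genes were called lower and 2 higher in libraries labelled cKO. *Trim5* (ENSMUSG00000060441, chromosome 7 of GRCm38, 104263386 to 104288094) had 11 to 173 counts in aged WT and 0 to 2 counts in aged cKO mice, at least 28.4-fold lower (log2 fold change −7.32, standard error 0.744, adjusted p = 5.79e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Trim30d* (ENSMUSG00000057596, 104470014 to 104507849) had 33 to 332 counts in aged WT and 2 to 37 in aged cKO mice, ranges that overlap (log2 fold change −3.29, standard error 0.527, adjusted p = 0.00712). Both are members of a cluster of *Trim* paralogs that can share reads. *Gm8979* (ENSMUSG00000095649), a pseudogene related to *Gvin1*, had 7 to 30 counts in aged WT and 0 to 2 in aged cKO mice (at least 7.08-fold lower, adjusted p = 0.0344). *Myo7a* (ENSMUSG00000030761, 98051060 to 98119524) was at 53.9 ± 14.2 CPM (SD, n = 6) in aged WT and 15.4 ± 7.38 CPM (SD, n = 7) in aged cKO mice, a log2 fold change of −1.81 (standard error 0.235, adjusted p = 0.000263, same edgeR test), with all 7 cKO mice below all WT mice. *Btaf1* (ENSMUSG00000040565, chromosome 19, 36926079 to 37012752) had the smallest called decrease, a log2 fold change of −0.66 (standard error 0.134, adjusted p = 0.0996). Of the genes called higher, *Hddc3* (ENSMUSG00000030532, chromosome 7, 80343104 to 80350547) was at 8.07 ± 3.41 CPM (SD, n = 6) in aged WT and 27.0 ± 10.9 CPM (SD, n = 7) in aged cKO mice, a log2 fold change of 1.74 (standard error 0.286, adjusted p = 0.00838, edgeR), with all 7 cKO mice above all WT mice. *4930579K19Rik* (ENSMUSG00000051074, chromosome 9, 98562229 to 98563611) rested on 0 to 1 counts in aged WT and 2 to 10 counts in aged cKO mice (log2 fold change 4.33, standard error 0.837, adjusted p = 0.0569). *Btaf1* and *4930579K19Rik* were the only called genes outside chromosome 7.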

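In the young mice, 7 genes were called lower and 1 higher in libraries labelled cKO, with 717 genes (3.52%) at an unadjusted p-value below 0.05. *Gvin1* had 1348 to 4118 counts in young WT mice (202 ± 36.4 CPM, SD, n = 6) and 0 counts in all 6 young cKO mice, at least 1080-fold lower (log2 fold change −14.24, standard error 1.07, adjusted p = 2.69e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Trim12a* had 367 to 967 counts in young WT and 0 to 1 in young cKO mice (at least 251-fold lower, adjusted p = 9.27e-09), and *Trim5* had 99 to 328 and 0 to 1 counts (at least 87.4-fold lower, adjusted p = 4.44e-07). *Trim30d* had 439 to 991 counts in young WT and 14 to 32 in young cKO mice (log2 fold change −5.16, standard error 0.591, adjusted p = 2.89e-05). *Gm18853* and *Gm16464*, which lie inside *Gvin1* and *Trim30d* and can share their reads, were also called (adjusted p = 0.026 and adjusted p = 0.00365). The last gene called lower was *Gm1966* (ENSMUSG00000073902), a pseudogene of the *Gvin1* cluster at 106596743 to 106604035 of chromosome 7 (GRCm38), with 1008 to 3525 counts in young WT and 17 to 89 in young cKO mice (adjusted p = 0.0222). *Hddc3* was called higher, at 3.25 ± 0.758 CPM (SD, n = 6) in young WT and 9.99 ± 2.48 CPM (SD, n = 6) in young cKO mice (log2 fold change 1.62, standard error 0.296, adjusted p = 0.0308). *Ngrn* (ENSMUSG00000047084, chromosome 7, 80261215 to 80265374), which is labelled in Fig. S5, was higher in all 6 young cKO mice than in all 6 WT mice (exact permutation test on log2 CPM, two-sided, p = 0.00216, the smallest that 6 mice against 6 allow) with a log2 fold change of 0.69, and was not called (adjusted p = 0.173). In aged mice its log2 fold change was −0.35 (exact permutation test on log2 CPM, two-sided, p = 0.00991; adjusted p = 0.62), and the difference between the aged and young changes of *Ngrn* was −1.04 (standard error 0.202, adjusted p = 0.437, interaction term). *Myo7a* had a log2 fold change of −0.21 in the young mice (adjusted p = 1), and the difference between its aged and young changes was −1.60 on the log2 scale (standard error 0.333, adjusted p = 0.437, interaction term of the same fit).

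**Figure D2:**
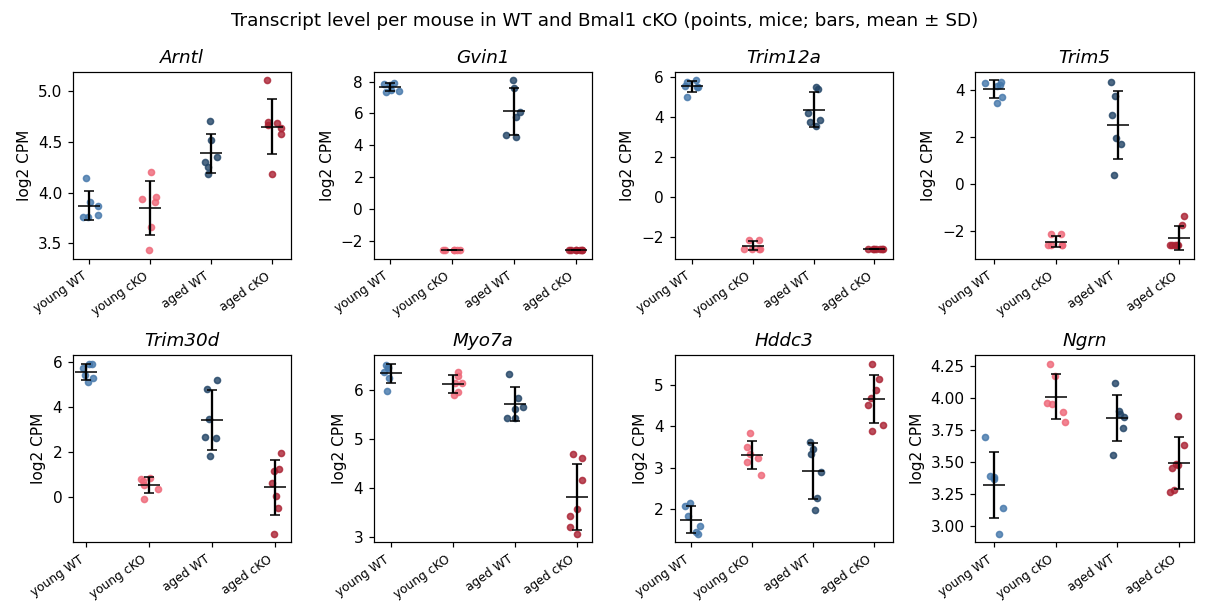
Log2 CPM (vertical axes) of *Arntl*, *Gvin1*, *Trim12a*, *Trim5*, *Trim30d*, *Myo7a*, *Hddc3* and *Ngrn* in young and aged libraries labelled WT and cKO (horizontal axes). Points are mice and bars are the mean and SD of each group. *Gvin1* separates the labels at both ages, and *Arntl* overlaps between them.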

18 DEGs were identified between young *Bmal1* cKO and WT mice, with 10/18 (56%) upregulated and 8/18 (44%) downregulated genes in *Bmal1* cKO (Additional file 1: Fig. S5A). 

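Enrichment of GO terms was not recomputed here, and the genes that could enter it are given instead. Of the 8 genes called lower in aged libraries labelled cKO, *Trim5*, *Trim12a* and *Trim30d* encode tripartite motif proteins and *Gvin1* a GTPase induced by interferon, while *Gm18853* and *Gm8979* are pseudogenes, which encode no protein. The same *Trim* genes and *Gvin1* were among the genes called lower in the young mice. The *Trim* genes lie beside each other on chromosome 7. In the paper's own tables, 23 terms for the genes lower in aged mice were below the paper's false discovery rate threshold of 0.1, and 19 of these counted 3 genes. For young mice the paper's tables have 36 such terms, of which 33 counted 3 genes. For suppression of viral release by host, the paper's reported false discovery rates were 0.0017 in aged and 0.000497 in young mice, from 3 genes each. The tables do not name the genes of a term.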

Gene ontology (GO) analysis showed significant enrichment only in downregulated genes for biological functions that include innate immunity, autophagy and viral response (Additional file 2: Table S1). Interestingly, GO enrichment for cellular component was significant for the omegasome pathway, in line with our observations of decreased p62 protein levels in aged *Bmal1* cKO microglia.

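*Sqstm1*, the gene of p62, was at 155 ± 55.1 CPM (SD, n = 6) in aged WT and 167 ± 42.3 CPM (SD, n = 7) in aged libraries labelled cKO. The log2 fold change was 0.11 (standard error 0.184, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a difference smaller than the SD within either group (exact permutation test on log2 CPM, two-sided, p = 0.569). One aged WT mouse was above the others, at 265 CPM. That mouse had the lowest microglial marker score of the aged WT mice, 3.14 (the mean log2 CPM of 15 microglial genes). The mean of this score was 9.87 in young and 5.48 in aged mice, while a neuron score rose from 3.36 to 6.91. A level over the whole library therefore does not show that of *Sqstm1* in microglia, where the paper measured p62. For the omegasome term, the paper reports 3 genes lower in cKO mice at each age, with false discovery rates of 2.76e-05 in aged and 8.06e-06 in young mice. The paper sets this enrichment beside its own observation of less p62 protein in aged cKO microglia. In its discussion it proposes, as 1 interpretation, that dysfunction of the lysosome in microglia without BMAL1 leads to a failure to form omegasomes and autophagosomes, and from there to defective engulfment of synapses.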

**Fig. 7:**
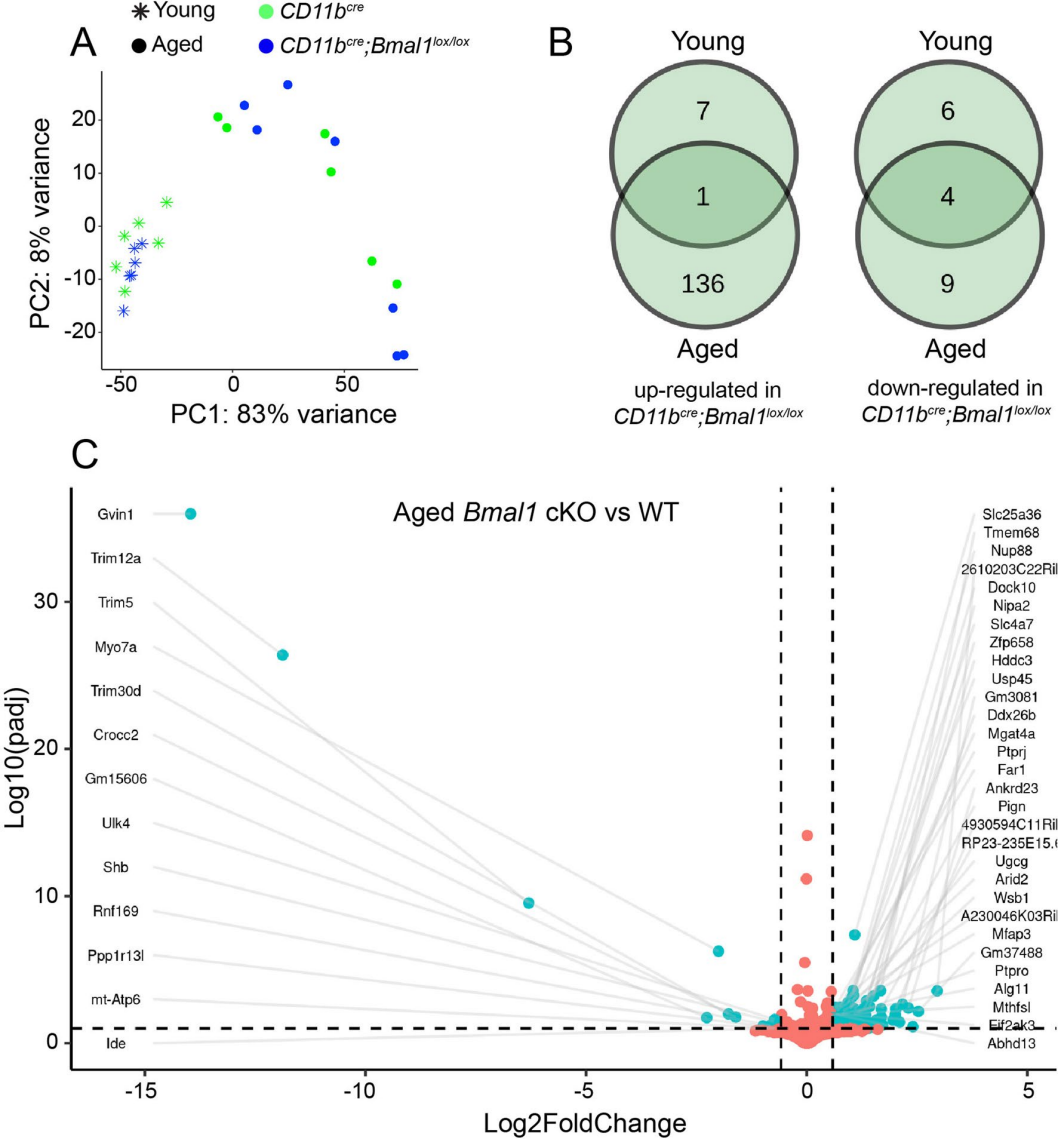
Microglial gene expression changes in young and aged WT and *Bmal1* cKO mice. **A** Principal component analysis (PCA) shows distinct clustering of young *CD11b*^*cre*^ and *CD11b*^*cre*^*;Bmal1*^*lox/lox*^ (*n* = 6/group) mice versus aged *CD11b*^*cre*^ (*n* = 6) and *CD11b*^*cre*^*;Bmal1*^*lox/lox*^ (*n* = 7) mice. **B** Venn diagram of number of differentially expressed genes in young and aged *CD11b*^*cre*^*;Bmal1*^*lox/lox*^ mice. **C** Volcano plot of -log10 p-adjusted value versus −log2 fold change of normalized counts between aged *CD11b*^*cre*^ and *CD11b*^*cre*^*;Bmal1*^*lox/lox*^ mice. Each dot represents a single transcript. Cyan dots denote significantly differentially expressed genes. Orange dots denote genes that are unchanged between the genotypes (adjusted *p*-value < 0.05)

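The labels that can be read in Fig. 7C were looked up in the fit of all 25 mice. Of the 13 genes labelled on the downregulated side, 13 had a negative log2 fold change in aged libraries labelled cKO, 11 had an unadjusted p-value below 0.05, and 5 were called (*Gvin1*, *Trim12a*, *Trim5*, *Trim30d* and *Myo7a*). Of the 30 labels on the upregulated side, 29 were matched to a gene of the table. Among these, 20 had a positive log2 fold change, 4 had an unadjusted p-value below 0.05, and *Hddc3* was called. The log2 fold changes of the 29 genes ran from −0.53 to 1.74 with a median of 0.10.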

### Microglial deficiency of BMAL1 disrupts the sleep–wake cycle

Sleep is a major regulator of microglial function, and neuron–microglia interactions change during wake, NREM and REM states, reflecting changes in synapse remodeling [50]. Indeed, the sleep–wake cycle drives changes in synaptic ultrastructure and the daily dynamics of synaptic protein phosphorylation relevant to spine dynamics [51, 52]. The circadian clock plays a substantial role in sleep architecture, and global loss of BMAL1 disrupts sleep–wake patterns [53, 54]. Therefore, we carried out continuous 24-h electroencephalogram/electromyogram (EEG/EMG) recordings to determine baseline sleep–wake patterns in aged *Bmal1* and WT mice over 3 days. A trend towards increased wakefulness was observed in the *Bmal1* cKO mice (Fig. 8A–C). During the non-active light phase/subjective night, aged *Bmal1* cKO mice spent less time in REM sleep (Fig. 8C; *p* = 0.0108) compared to WT mice. Similarly, during the active dark phase/subjective day, aged *Bmal1* cKO mice spent more time awake (Fig. 8A; *p* = 0.0366) and less time in REM sleep (Fig. 8C; *p* = 0.0253).

**Fig. 8:**
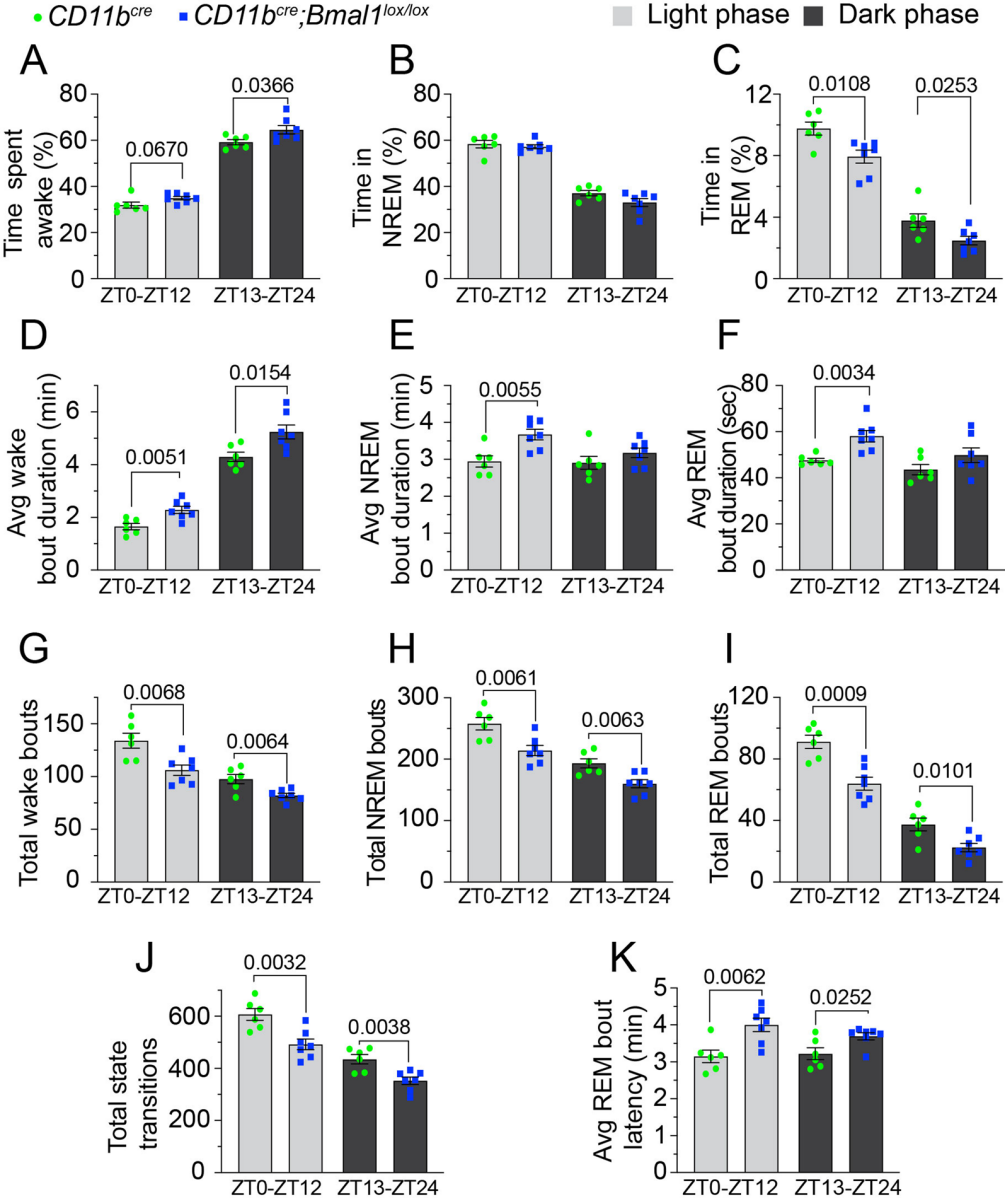
Sleep–wake behavior is disrupted in aged *Bmal1* cKO mice. Baseline sleep–wake behavior was assessed over continuous 24-h recordings of aged *CD11b*^*cre*^ (18–20 months; *n* = 6) and *CD11b*^*cre*^*;Bmal1*^*lox/lox*^ (*n* = 7) mice under normal light–dark (12-h light:12-h dark) conditions. **A**–**C** Percentage of time spent in wake (**A**), NREM sleep (**B**), and REM sleep (**C**) across the entire 12-h light/dark period. **D**–**F** The average duration of individual wake (**D**), NREM (**E**), and REM (**F**) bouts across the entire 12-h light/dark phase. **G**–**J** The total number of wake (**G**), NREM (**H**), and REM (**I**) bouts across the 12-h light/dark phases. **J** Transitions between sleep–wake states across the 12-h light/dark phases. **K** The average REM bout latency during the 12-h light/dark periods. Data are represented as the mean ± SEM. *P*-values were calculated using two-tailed Student’s* t*-test or two-way ANOVA. *ZT* zeitgeber time

During both the light and dark phases, aged *Bmal1* cKO mice exhibited an overall trend towards prolonged sleep–wake cycling. For example, during the non-active light phase/subjective night, the average duration of individual wake (Fig. 8D; *p* = 0.0051), NREM (Fig. 8E; *p* = 0.0055), and REM (Fig. 8F; *p* = 0.0034) bouts was increased, while the total number of wake (Fig. 8G; *p* = 0.0068), NREM (Fig. 8H; *p* = 0.0061), and REM (Fig. 8I; *p* = 0.0009) bouts, and transitions between all sleep–wake states (Fig. 8J; *p* = 0.0032) were decreased in the aged *Bmal1* cKO mice compared to WT. Similarly, during the active dark phase/subjective day, the average wake bout duration was increased (Fig. 8D; *p* = 0.0154) and the total number of wake bouts (Fig. 8G; *p* = 0.0064), NREM bouts (Fig. 8H; *p* = 0.0063), REM bouts (Fig. 8I; *p* = 0.0101), and state transitions (Fig. 8J; *p* = 0.0038) was decreased in the aged *Bmal1* cKO mice. Additionally, the average REM bout latency (time from NREM onset to REM onset) was increased in the aged *Bmal1* cKO mice during both the light (Fig. 8K; *p* = 0.0062) and dark (Fig. 8K; *p* = 0.0252) phases compared to WT.

Next, we performed an EEG spectral power analysis by averaging the relative values of delta 1 (0.5–2 Hz), delta 2 (2.5–4.5 Hz), theta (5–9 Hz), alpha (6–10 Hz) and beta (15.5–20 Hz) activity during wake, NREM, and REM sleep during the non-active light phase/subjective night. Aged *Bmal1* cKO mice exhibited a relative shift in spectral power characteristics during the wake period, with delta 1 power significantly decreased *(p* = *0.0084)*, and theta power increased *(p* = *0.0144)*, compared to aged WT mice (Additional file 1: Fig. S6A). No differences were observed during NREM and REM periods (Additional file 1: Fig. S6B, C*).* In humans, increased delta power and decreased theta power during wake has been correlated with subjective feelings of sleepiness [55, 56], and in mice the wake-promoting drug modafinil decreases delta power and increases theta power during wakefulness [57, 58]. Taken together, the observed decreased delta and increased theta power, which are signatures of lower sleep pressure, suggest increased wakefulness in the aged *Bmal1* cKO mice. Interestingly, the delta 2 EEG band, which is also associated with homeostatic sleep pressure [59] was unaffected in the *Bmal1* cKO mice (Additional file 1: Fig. S6).

These results indicate increased wakefulness during both light and dark periods in aged *Bmal1* cKO mice and suggest a role of circadian-tuned microglia in regulating overall neuronal excitability during the sleep–wake cycle.

### Microglial deficiency of BMAL1 cKO alters response to sleep deprivation

Core clock genes influence compensatory mechanisms induced by sleep deprivation [53, 60]. Given that the loss of *Bmal1* in microglia in aged mice was sufficient to disrupt the sleep–wake cycle and change sleep architecture, we explored the effects of sleep deprivation in these mice. We subjected aged *Bmal1* cKO and WT mice to a 4-h sleep deprivation protocol during the non-active light phase/subjective night and then assessed sleep recovery. During the light phase recovery period, a rebound effect was observed in both the WT and *Bmal1* cKO mice, with both groups spending less time awake (Fig. 9A and D; WT: *p* = *0.0004;* Bmal1 cKO: *p* < *0.0001*) and more time in NREM sleep (Fig. 9B and E; WT: *p* = *0.0010;* Bmal1 cKO: *p* = *0.0004*) compared to their baseline levels from the same timeframe. An increase in the time spent in REM sleep was observed in aged *Bmal1* cKO mice (Fig. 9C and F; *p* = *0.0445)* compared to WT mice. During the dark phase recovery period, WT mice continued to spend less time awake (Fig. 9A and D*; p* < *0.0001*) and more time in NREM sleep (Fig. 9B and E; *p* = *0.0001*) compared to baseline, whereas the amount of time *Bmal1* cKO mice spent in wake, NREM, and REM sleep did not differ from baseline (Fig. 9A and F).

**Fig. 9:**
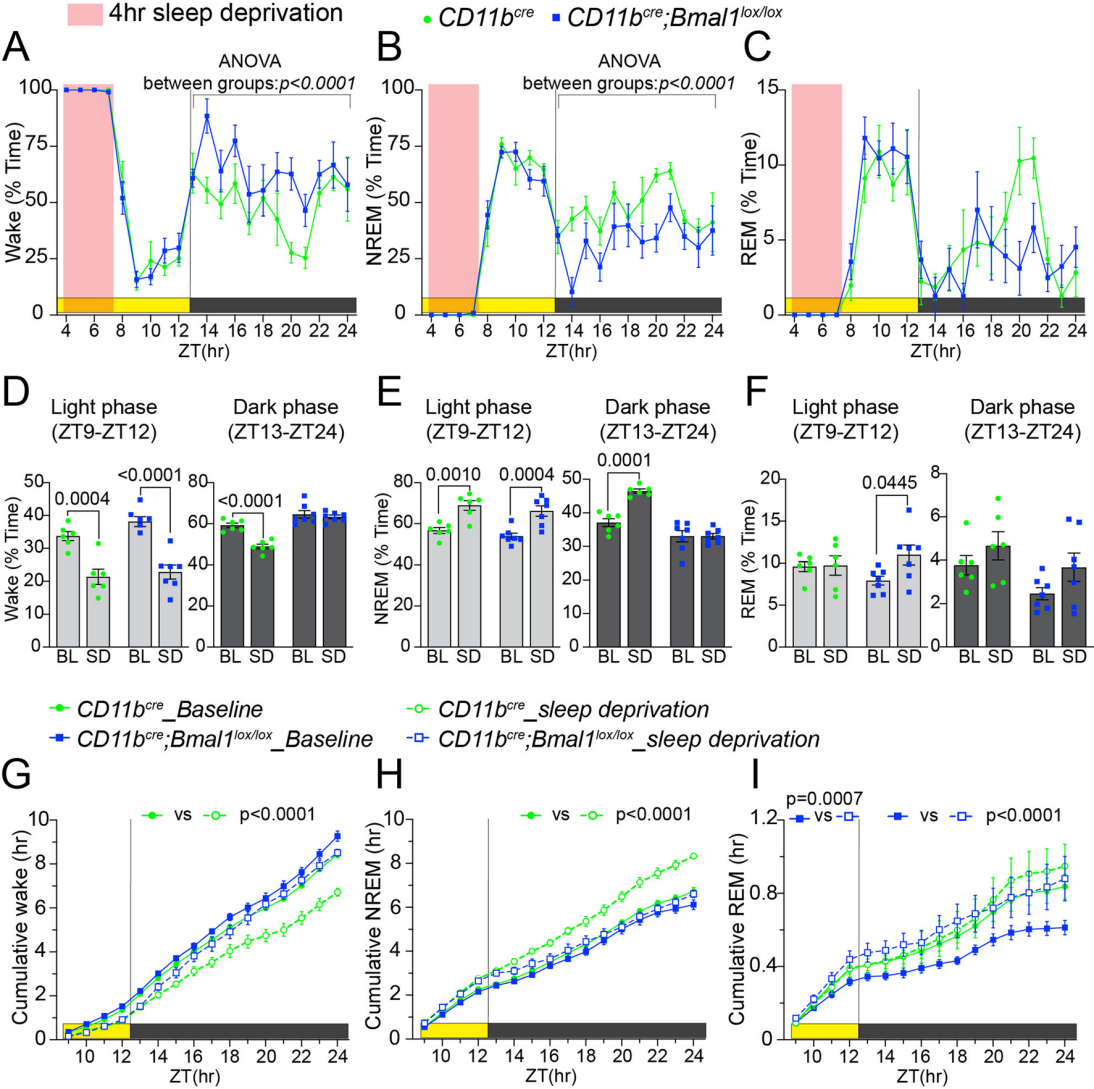
Microglial BMAL1 deficiency alters recovery from sleep deprivation. **A–C** Percent of time per hour spent in wake (**A)** NREM sleep (**B)** and REM sleep (**C)** during a 4-h sleep deprivation (pink) and subsequent recovery during the remaining light phase and full 12-h dark phase in aged *CD11b*^*cre*^ (18–20 months; *n* = 6) and *CD11b*^*cre*^*;Bmal1*^*lox/lox*^ (*n* = 7) mice. **D**–**F** Comparisons of the percentage of time spent in wake (**D)** NREM sleep (**E)** and REM sleep (**F)** across the entire 4-h light phase recovery period (left) and 12-h dark phase recovery period (right) during baseline (BL) and sleep deprivation (SD) recordings. **G**–**I** Cumulative amount (total hours) of wake (**G**), NREM (**H)** and REM (**I)** across the entire recovery period during both BL and SD recordings. Data are represented as the mean ± SEM. Significant between group differences in **A**, **B** are expressed as *P*-values calculated using two-way ANOVA. All significant within group differences between baseline (BL) and sleep deprivation (SD) are expressed as adjusted *P*-values generated from Sidak’s post hoc analysis following two-way ANOVA. *ZT* zeitgeber time

The cumulative amount of time spent in wake, NREM, and REM sleep did not differ between groups during the light phase recovery period (Fig. 9G, H). However, during the dark phase recovery period, the cumulative time spent by WT mice in wake was decreased (Fig. 9G, H; *p* < *0.0001*), and increased in NREM (Fig. 9G, H; *p* < *0.0001*). Unlike WT mice, *Bmal1* cKO mice exhibited no compensatory changes to sleep deprivation in wake and NREM states (Fig. 9G, H). While the cumulative time spent by WT mice in REM did not differ from baseline after sleep deprivation in both the light and dark phase recovery periods, the cumulative time spent in REM was significantly increased from baseline in *Bmal1* cKO mice during the light phase (Fig. 9I; *p* = *0.0007*) and dark phase (Fig. 9I; *p* < *0.0001*) recovery periods.

Taken together, these results suggest that the homeostatic response to sleep deprivation is markedly blunted in aged *Bmal1* cKO mice.

## Discussion

The results presented here demonstrate the importance of the clock protein, BMAL1, in microglial function in aging, and highlight the importance of homeostatic circadian interactions between microglia and neurons. Here, we show that with aging, microglial BMAL1 deficiency leads to deficits in non-spatial and spatial learning and memory and increased anxiety. Young *Bmal1* cKO mice performed better than WT mice in spatial learning and memory [29] but showed no other differences suggesting that with loss of *Bmal1*, compensatory mechanisms that are activated in young mice are not sustained as the mice age. In aged *Bmal1* cKO mice, electrophysiology of the CA1 hippocampal circuit demonstrated reduction of long-term hippocampal plasticity that was accompanied by a decrease in synaptic vesicle release. These data indicate that synapses in aged *Bmal1* cKO mice may not be functional, an interpretation supported by the observed increase in immature spines by Golgi staining. Additional investigation revealed that microglial BMAL1 deficiency results in reduced deposition of C1q on synapses and reduced microglial synaptic engulfment. This functional deficit may underlie the observed deficits in hippocampal function as well as the additional deficits in the sleep–wake cycle and response to sleep deprivation in aged *Bmal1* cKO mice.

Investigation of basal synaptic transmission, short- and long-term synaptic plasticity revealed dysregulated presynaptic vesicle release that reduced the magnitude of long-term hippocampal plasticity in aged *Bmal1* cKO mice. One potential mechanism for the increased PPR observed in aged *Bmal1* cKO mice may be reduced availability of presynaptic calcium that is required for neurotransmitter release. This would lead to a decrease in the readily releasable pool of vesicles and a reduction of LTP. Overall the differences in PPR and fEPSP observed between aged *Bmal1* cKO and WT mice indicate a difference in density of functional synapses within the CA1, an interpretation supported by the higher proportion of filopodial-like spines with Golgi stain in aged *Bmal1* cKO mice, and consistent with studies correlating dendritic spine density with neuronal plasticity and memory formation [61, 62]. Phosphorylated CAMKII, which facilitates induction of LTP [31, 63] by mediating the insertion of endogenous postsynaptic AMPA receptor, did not differ between aged *Bmal1* cKO and WT mice. However, levels of the AMPA receptor subunit, GluA1, which is critical to mediating LTP [35], were significantly decreased in the CA1 hippocampal region of aged *Bmal1* cKO. The reduced density of AMPA receptors at the post-synapse may explain the impaired induction and maintenance of LTP observed in the aged *Bmal1* cKO mice.

Microglia engulf non-functioning dendritic spines and play a critical role in synapse elimination and refinement of neural circuits [16, 17]. The observed increase in levels of pre- and post-synaptic proteins, immature synapses by Golgi and the reduction in engulfment of synaptic components by BMAL1*-*deficient microglia in aged mice support a critical role for microglial BMAL1 in synaptic pruning. This observation of increased dendritic spine density in aged *Bmal1* cKO mice is in contrast to increased pruning of synapses in aging and models of neurodegeneration. We observed a reduced deposition of C1q at CA1 synapses in aged *Bmal1* cKO hippocampus, where C1q promotes microglial engulfment of synaptic material [17, 41] through interaction with the microglial C3 receptor [43, 64]. Our observations suggest insufficient tagging of synapses destined for pruning in the aged *Bmal1* cKO mice and an associated increase in spine density. We also show a reciprocal increase in C3 which may be due to its accumulation in response to decreased C1q and C3 convertase levels. Our results are consistent with another study where global deletion of *Bmal1* increased levels of C3 in the brain, and deletion of REV-ERBα, a negative regulator of BMAL1 expression, increased synaptic phagocytosis [65]. Indeed a mutant amyloid precursor protein (APP) transgenic mouse model lacking C1q also demonstrated a similar increase in C3 [66]. Additionally, deficiency of the circadian clock protein, CRY1, decreases levels of C1q [67], and BMAL1 is known to bind the promoter regions of PU.1 and MafB, two transcription factors that regulate C1q expression [68–70]. Therefore, a role for BMAL1 deficiency in disrupting synaptic pruning could be explained by the loss of circadian regulation of complement proteins.

The increase in IBA1, reduced morphological complexity, and decrease in lysosomal proteins CD68, LAMP1 and p62 in aged *Bmal1* cKO mice suggest that the microglia are activated but poorly phagocytic. Transcriptomic analysis showed enrichment for innate immune pathways and a significant enrichment of genes associated with the omegasome, a transient structure required for autophagosome formation that is dependent on p62 expression [49]. 

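The called *Trim* genes and *Gvin1* belong to clusters of paralogs on chromosome 7. Summed over 9 *Trim* genes of the cluster around *Trim5*, *Trim12a* and *Trim30d*, expression in aged mice was 114 ± 91.1 CPM (SD, n = 6) in WT and 44 ± 29.3 CPM (SD, n = 7) in libraries labelled cKO, a ratio of 0.387. The paralogs differed in direction, since *Trim34b* had a log2 fold change of 1.73 (standard error 0.821, adjusted p = 0.785 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was also positive with RLE in place of TMM factors. Summed over 8 genes of the *Gvin1* cluster, expression was 357 ± 340 CPM (SD, n = 6) in aged WT mice and 0.366 times that in aged cKO mice, and *Gm4759* of that cluster had a log2 fold change of 1.76 (standard error 0.645, adjusted p = 0.567).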

One interpretation is that lysosomal dysfunction in BMAL1-deficient microglia results in failure of proper omegasome and autophagosome formation, leading to defective synaptic engulfment, an effect further compounded by the reduced C1q deposition on synapses that need to be pruned.

Microglial molecular processes and structure exhibit a daily rhythmicity that cycles with sleep–wake states, with larger soma and increased expression of CD11b, a subunit of the complement receptor, CR3, at the beginning of the sleep cycle, and smaller soma with extensive and motile processes during the wake cycle [50, 71]. Spine elimination mediated by microglia occurs during sleep, and is associated with increased C1q and C3, phagocytosis, and decreases in synaptic-associated proteins such as PSD95 and synapsin I [71]. There are sleep-dependent increases in C3, C4, and C5 that are abrogated with sleep deprivation [72] and potentially function in synapse remodeling. Our results demonstrate a profound effect of microglial deficiency of BMAL1 on the sleep–wake cycle as well as the homeostatic need for sleep after sleep deprivation. Previous studies have demonstrated altered EEG delta power dynamics in response to sleep deprivation from loss of or mutated clock genes [73]. Global deletion of *Bmal1* in mice has been shown to increase total sleep time and sleep fragmentation [53], however in that study, *Bmal1* was ablated in all cell types including neurons. New learning is encoded during the wake state and sleep consolidates and stabilizes the memory of the learned experience [74–76]. With the loss of microglial BMAL1, this process is disrupted and may account for the cognitive deficits and sleep–wake deficits observed in aged *Bmal1* cKO mice.

In conclusion, microglial BMAL1 function is critical to maintaining hippocampal plasticity and memory, the sleep–wake cycle, and sleep homeostasis in aging. BMAL1 deficiency in microglia causes profound disruptions in microglial morphology, lysosomal function and generation of C1q, an essential mediator of synaptic engulfment and pruning necessary for the maintenance of neural circuitry.

## Supplementary Information

**Additional file 1: Figure S1.** Young *Bmal1* cKO mice do not demonstrate changes in synaptic density proteins, PSD95, or SNAP25. **Figure S2.** Young *Bmal1* cKO mice do not demonstrate changes in C1q or CD68 in CA1 hippocampus. **Figure S3.** Young *Bmal1* cKO mice do not demonstrate changes in microglial activation and morphology. **Figure S4.** Microglial BMAL1 deficiency decreases LAMP1 in the CA1 hippocampal region. **Figure S5.** BMAL1 deficiency in microglial gene expression in young mice. **Figure S6.** Baseline EEG spectral power characteristics are shifted during wake period in aged *Bmal1* cKO mice. **Video S1.** Decreased engulfment of PSD95 puncta by CD68+ microglia in aged *Bmal1* cKO mice. Appendix list of antibodies.

**Additional file 2.** Functional enrichments among genes downregulated in Bmal1 cKO.

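The tables of Additional file 2 have 1 line per GO term, with separate columns for the genes lower in aged and in young cKO mice. For each age they give the number of the tested downregulated genes that carry the term, the fold enrichment of that number over the number that the tested genes as a whole would give, the p-value of the PANTHER overrepresentation test, and its false discovery rate. The sheets cover biological function, cellular component and molecular function in turn. A term can reach a small false discovery rate with few genes where few of the tested genes carry it. Each value is therefore to be read beside its number of genes.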

## Data Availability

The datasets used and analyzed during the current study are available from the corresponding author on reasonable request. The data generated from the transcriptomic analysis have been deposited to the GEO repository with the identifier “GSE214514”. To review go to http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE214514 and enter the token qpyfmoiuzfkrpgl.

# Supplementary material for: Myeloid deficiency of the intrinsic clock protein BMAL1 accelerates cognitive aging by disrupting microglial synaptic pruning
**Source:** J Neuroinflammation. 2023 Feb 24;20:48. doi: 10.1186/s12974-023-02727-8
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Young Bmal1 cKO mice do not demonstrate changes in synaptic density proteins, PSD95, or SNAP25. Figure S2. Young Bmal1 cKO mice do not demonstrate changes in C1q or CD68 in CA1 hippocampus. Figure S3. Young Bmal1 cKO mice do not demonstrate changes in microglial activation and morphology. Figure S4. Microglial BMAL1 deficiency decreases LAMP1 in the CA1 hippocampal region. Figure S5. BMAL1 deficiency in microglial gene expression in young mice. Figure S6. Baseline EEG spectral power characteristics are shifted during wake period in aged Bmal1 cKO mice. Video S1. Decreased engulfment of PSD95 puncta by CD68+ microglia in aged Bmal1 cKO mice. Appendix list of antibodies.

**Myeloid deficiency of the intrinsic clock protein Bmal1 accelerates cognitive aging by disrupting microglial synaptic pruning**

Chinyere Agbaegbu Iweka^1^, Erica Seigneur^2^ Amira Latif Hernandez^1^ Sur Herrera Paredes^3^, Mica Cabrera^1^, Eran Blacher^1,4^, Connie Tsai Pasternak^1,5^, Frank M. Longo^1^, Luis de Lecea^2^ and Katrin I. Andreasson^1,5,6,7#^

**Additional file 1**

1. **Additional file 1: Figures and legends**
2. **Methods**
3. **References**
4. **
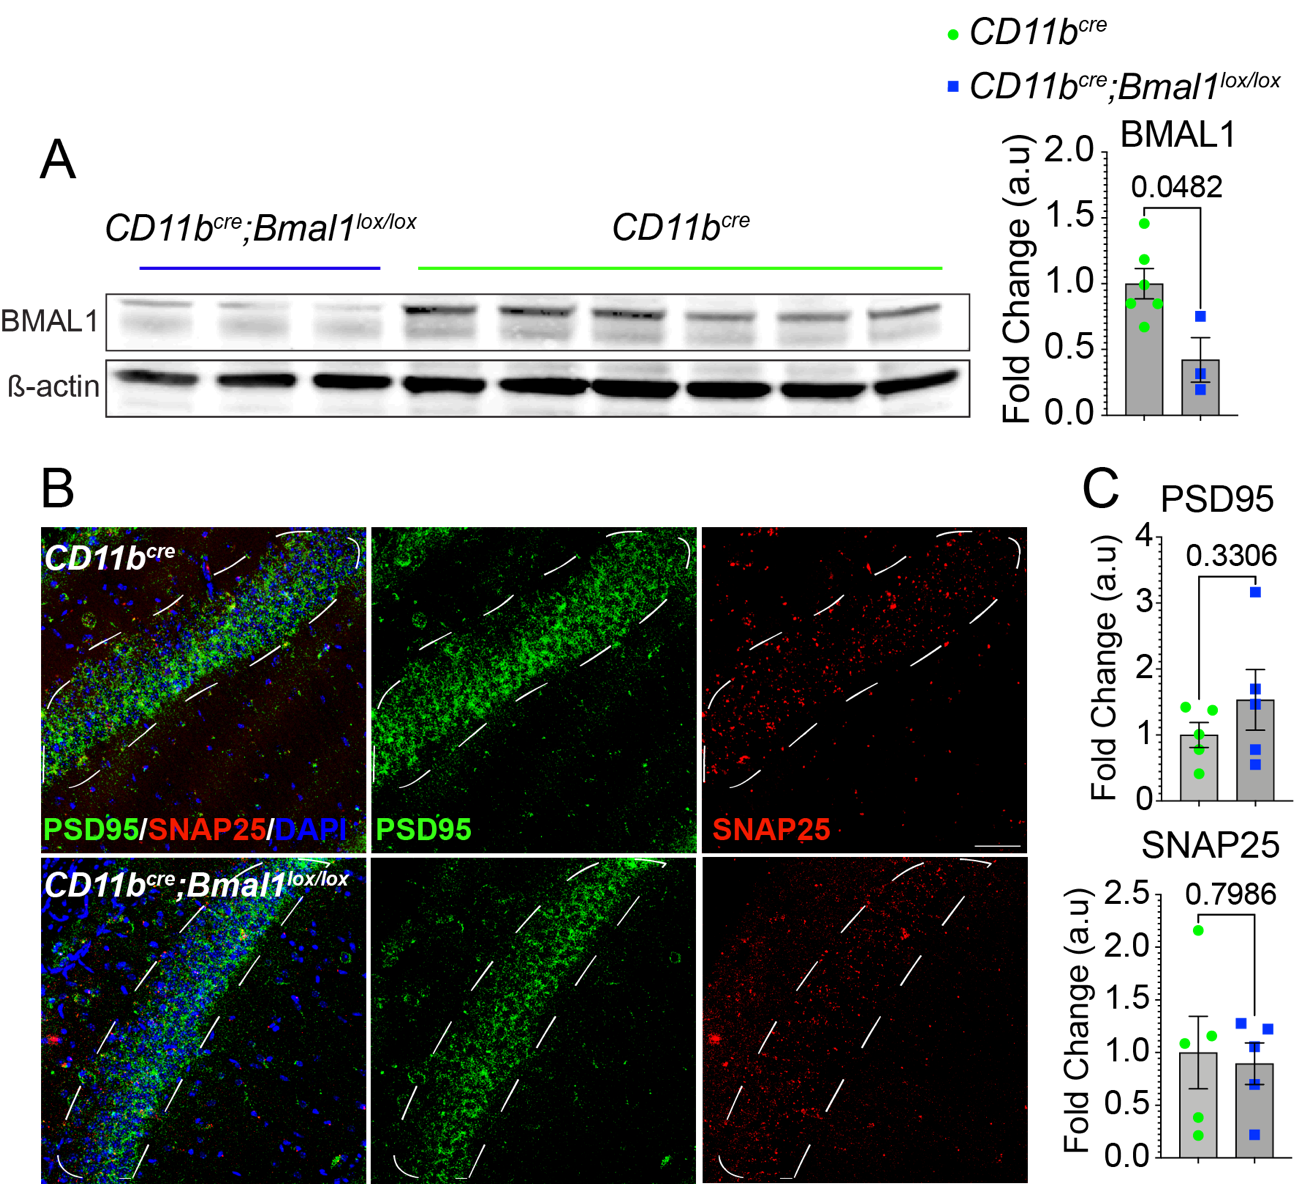
 Additional file 1: FIGURES AND LEGENDS**

**Figure S1. Young *Bmal1* cKO mice do not demonstrate changes in synaptic density proteins, PSD95, or SNAP25.**

**(A)** Representative immunoblot and quantification of BMAL1 protein levels in peritoneal macrophages show 50% reduction in protein expression in *Bmal1* cKO mice.

**(B)** Representative images of PSD95 (green) and SNAP25 (red) expression in the CA1 hippocampal region of young (3-6 months) *CD11b^cre^* and *CD11b^cre^;Bmal1^lox/lox^* mice (n = 5/group). Scale bar, 50 µm. White dotted lines in (**B**) indicate region of interest quantified in (**C**).

(**C**) Mean fluorescence intensity of PSD95 and SNAP25 from **(B)**.

Data are represented as the mean ± SEM. P-values were calculated using two-tailed Student’s t-test.

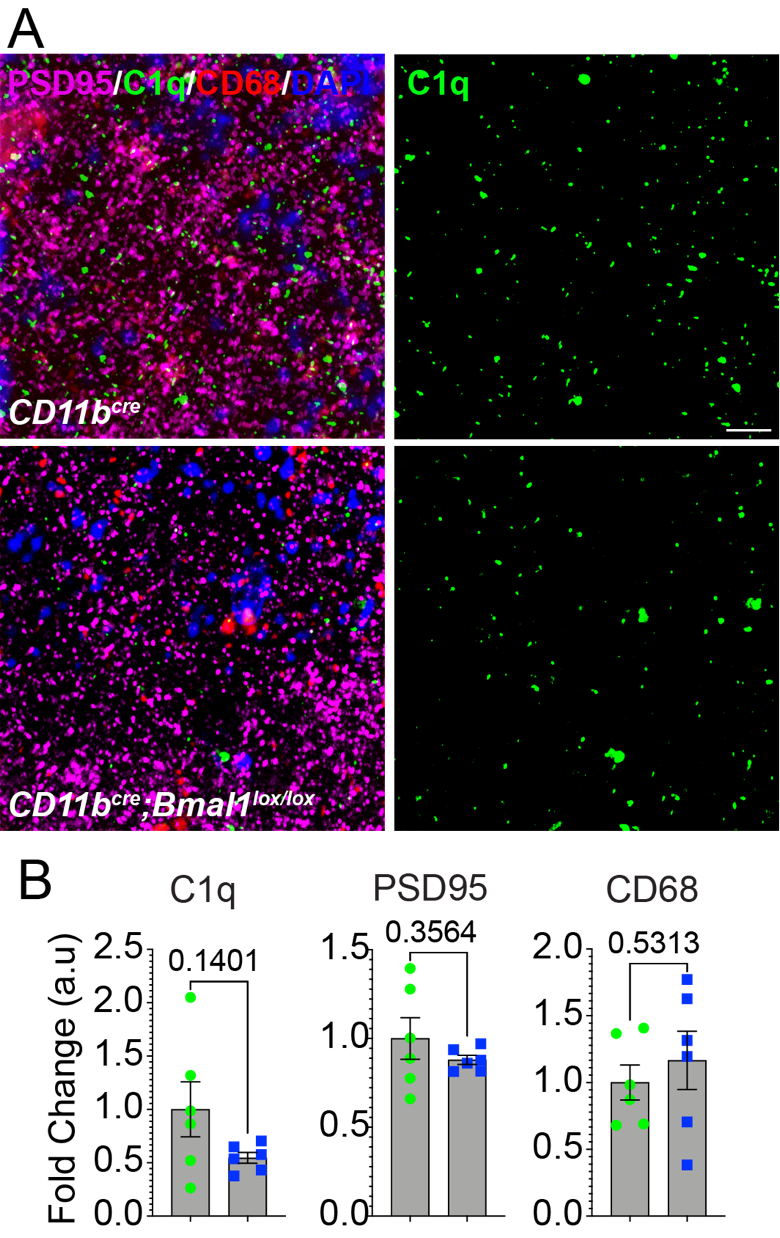

**Figure S2. Young *Bmal1* cKO mice do not demonstrate changes in C1q or CD68 in CA1 hippocampus.**

**(A)** Representative images of PSD95 (magenta) and C1q (green) and CD68 (red) expression in the hippocampal CA1 region in young mice (3-6 months) *CD11b^cre^* and *CD11b^cre^;Bmal1^lox/lox^* mice (n = 6). Scale bar, 20 µm.

**(B)** Mean fluorescence intensity of C1q, PSD95 and CD68 from **(A).**

Data are represented as the mean ± SEM. P-values were calculated using two-tailed Student’s t-test.

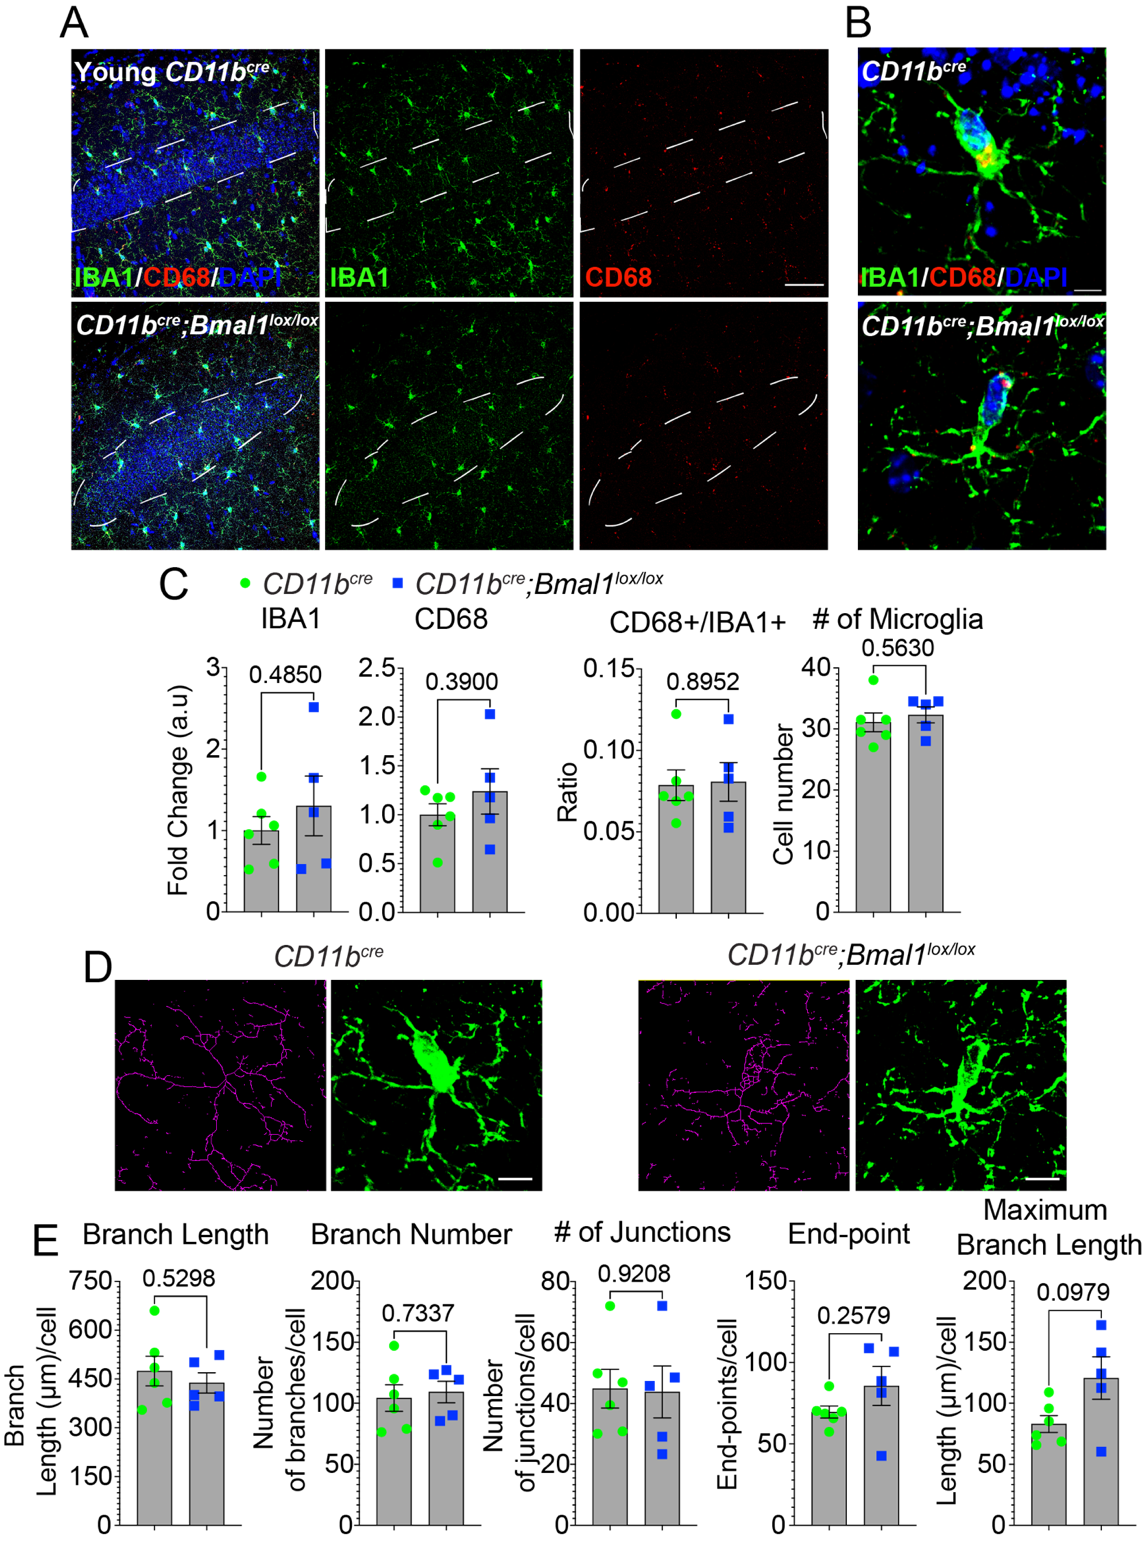

**Figure S3. Young *Bmal1* cKO mice do not demonstrate changes in microglial activation and morphology.**

**(A)** Representative confocal images of IBA1 (green) and CD68 (red) expression in the hippocampal CA1 region in young mice (3-6 months) *CD11b^cre^* (n = 6) and *CD11b^cre^;Bmal1^lox/lox^* (n = 5). Scale bar, 20 µm.

**(B)** Higher magnification, scale bar, 5 µm. White dotted lines in (**A**) indicate region of interest quantified in **(C)**.

(**C**) Mean fluorescence intensity of IBA1, CD68, proportion of IBA1-positive (+) cells that are CD68+, and the number of DAPI+IBA1+ microglia from **(B)**.

**(D)** Representative images of skeletonized microglia overlaid on original image from *CD11b^cre^* and *CD11b^cre^;Bmal1^lox/lox^* microglia from young mice.

**(E)** Quantification of microglial complexity. Scale bar, 5 µm. Every measurement that contained ≤ 2 endpoints with a maximum branch length of less than the cutoff value of 0.5 µm was removed from the analysis.

Data are represented as the mean ± SEM. *P*-values were calculated using two-tailed Student’s *t*-test.

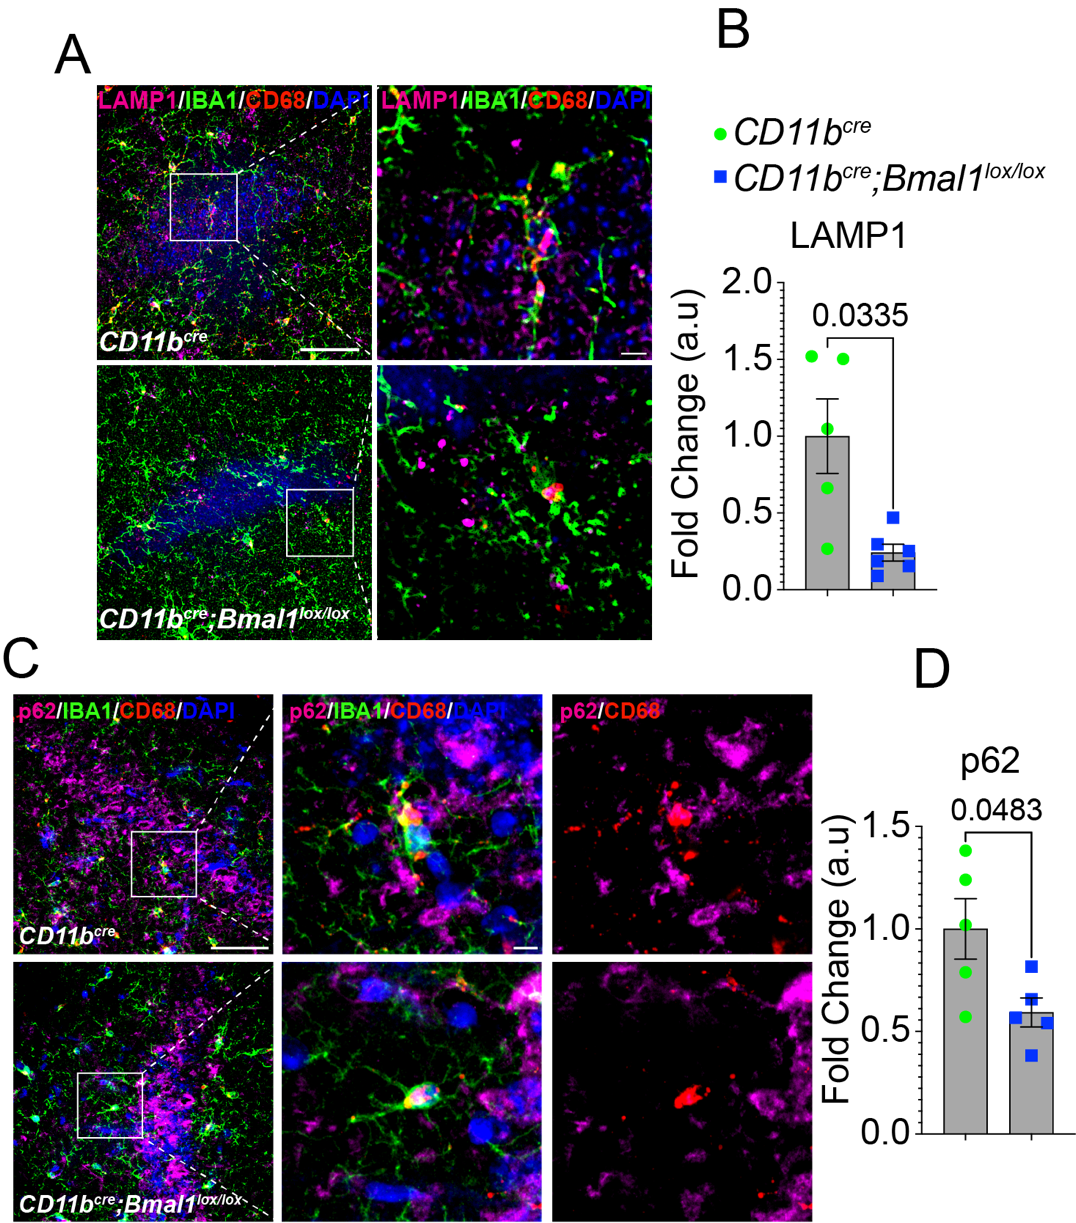

**Figure S4. Microglial BMAL1 deficiency decreases LAMP1 in the CA1 hippocampal region.**

**(A)** Representative confocal images of LAMP1, IBA1 and CD68 expression in the CA1 hippocampal region in aged *CD11b^cre^* (18-20 months; n = 5) and *CD11b^cre^;Bmal1^lox/lox^* (n = 6) mice. Scale bar, 5 µm and 20 µm.

**(B)** Mean fluorescence intensity of LAMP1 in IBA1+ cells.

**(C)** Representative confocal images of p62, IBA1 and CD68 expression in the CA1 hippocampal region of *CD11b^cre^* (n = 5) and *CD11b^cre^;Bmal1^lox/lox^* (n = 5) aged mice (18-20 months). Scale bar, 5 µm and 20 µm.

**(D)** Mean fluorescence intensity of p62 in IBA1+ cells. White arrows show TFEB and p62 localized in CD68+ structures in IBA1+ microglia.

Data are represented as the mean ± SEM. *P*-values were calculated using two-tailed Student’s *t*-test.

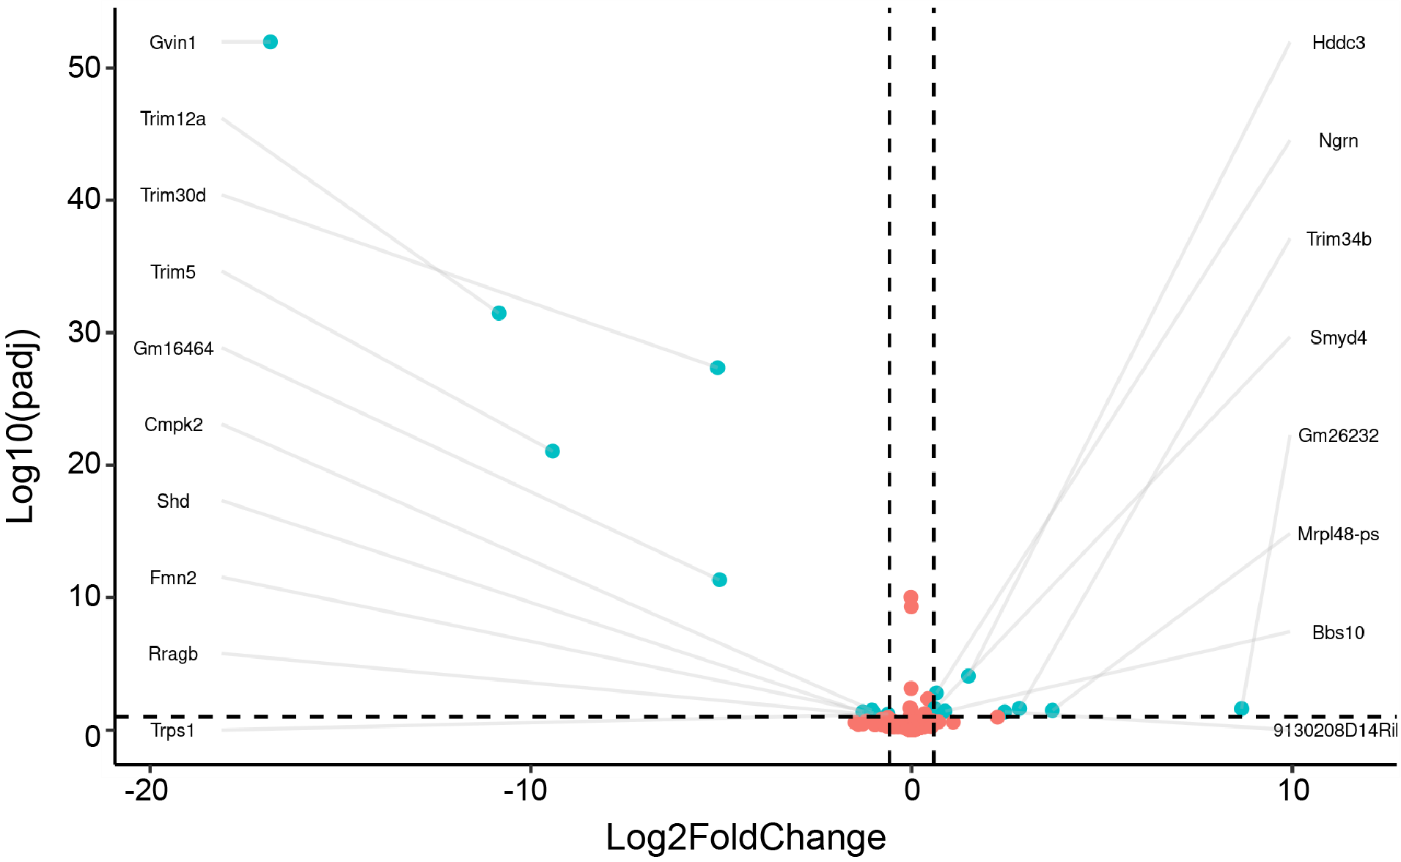

**Figure S5. BMAL1 deficiency in microglial gene expression in young mice.**

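The labels that can be read in Fig. S5 were looked up in the comparison of young libraries labelled cKO and WT. All 10 genes labelled as lower had a negative log2 fold change, from −14.24 to −0.42, with 9 at an unadjusted p-value below 0.05 and 5 called (*Gvin1*, *Trim12a*, *Trim5*, *Trim30d* and *Gm16464*, the last of which lies inside *Trim30d*). All 8 genes labelled as higher had a positive log2 fold change, from 0.65 to 8.58, and an unadjusted p-value below 0.05, and *Hddc3* was called. The adjusted p-values of the genes labelled as higher ran from 0.0308 to 0.831 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).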

Volcano plot showing the -log10 p-adjusted value versus -log2 fold change of normalized counts between young *CD11b^cre^* and *CD11b^cre^;Bmal1^lox/lox^* mice. Each dot represents a single transcript. Cyan dots denote significant differentially expressed genes. Orange dots denote genes that are unchanged between the genotypes.

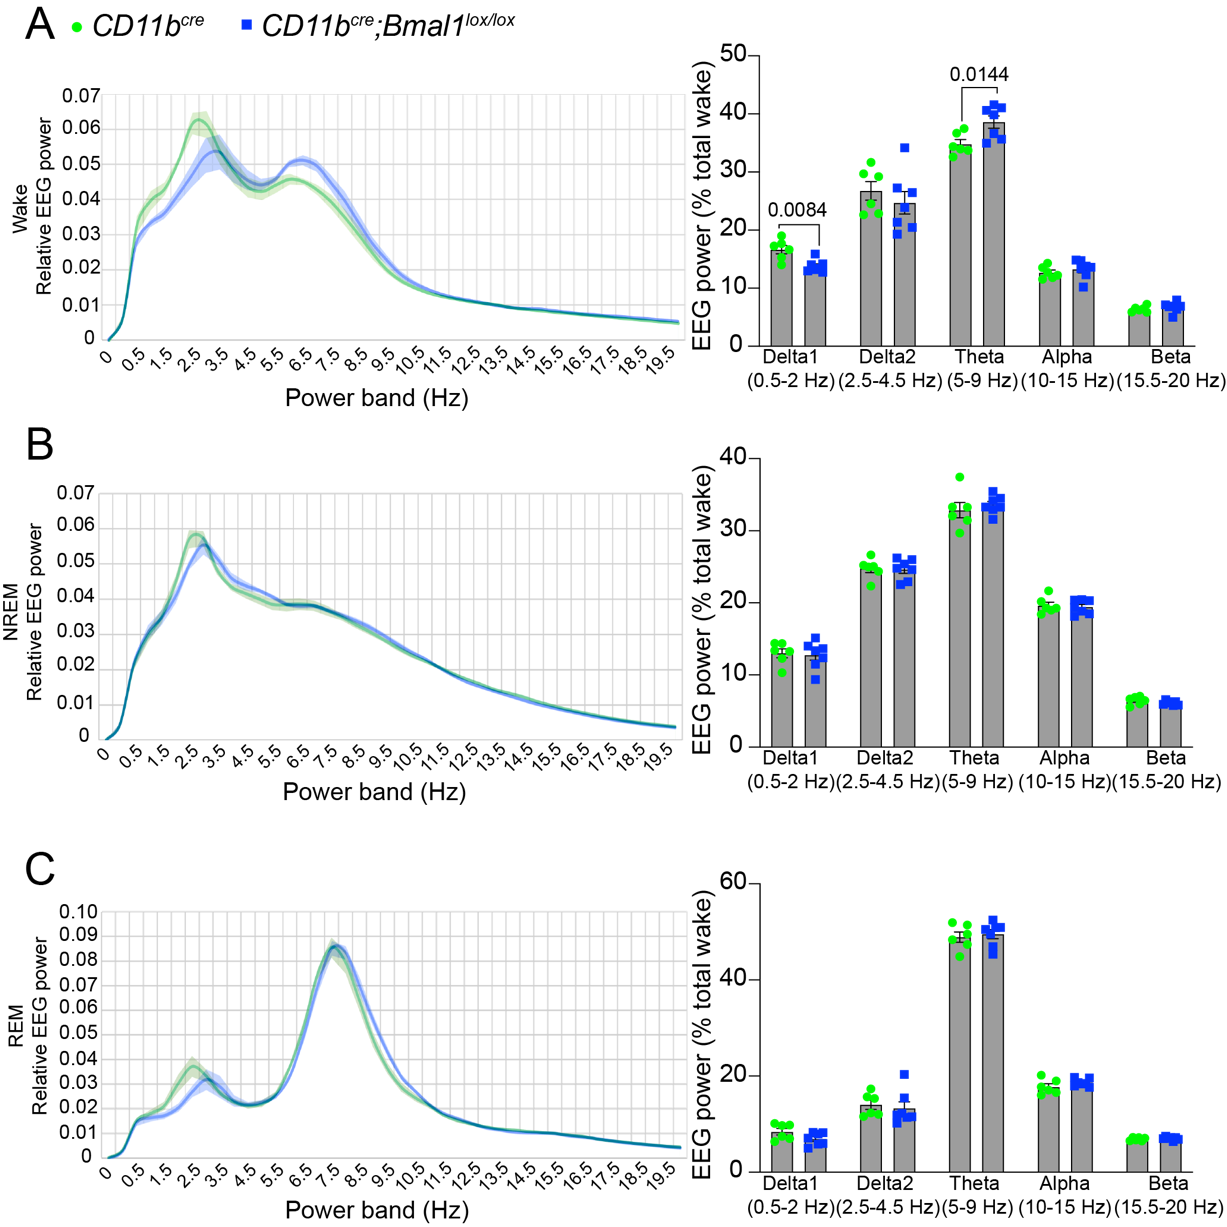

**Figure S6. Baseline EEG spectral power characteristics are shifted during wake period in aged *Bmal1* cKO mice.**

**(A-C)** The average EEG power densities in the delta 1 (0.5-2 Hz), delta 2 (2.5-4.5 Hz), theta (5-9 Hz), alpha (6-10 Hz) and beta (15.5-20 Hz) frequency bands during wake **(A)** NREM sleep **(B)** and REM sleep **(C)** in *CD11b^cre^* (n = 6) and *CD11b^cre^;Bmal1^lox/lox^* (n = 7) aged mice (18-20 months). Values were averaged across a 4-hr period during the light phase (ZT8– ZT11). Data are represented as the mean ± SEM. *P*-values were calculated using two-tailed Student’s *t*-test.

**Video 1. Decreased engulfment of PSD95 puncta by CD68+ microglia in aged *Bmal1* cKO mice.** Representative 3D image of PSD95 puncta (magenta) within CD68+ lysosomes (red) in IBA1+ microglia (green). Scale bar, 5 µm.

**MATERIALS AND METHODS**

**Animals**

All experiments and procedures were performed in accordance with protocols approved by the Institutional Animal Care and Use Committee (IACUC) at the National Institutes of Health. All protocols were approved by the Institutional Animal Care and Use Committee at Stanford University. All animals were housed in an environmentally controlled, pathogen-free barrier facility on a 12-hour light–dark cycle, temperature, and humidity, with food and water available ad libitum. *B6.129S4(Cg)-Arntl^tm1Weit^/J* mice (*Bmal1^lox/lox^*) on a C57BL/6 background were purchased from Jackson laboratory and crossed with *CD11b^cre^* mice to generate myeloid conditional knockouts of *Bmal1* (*Bmal1* cKO). All tissue samples were isolated between ZT2 and ZT4 (Zeitgebers time). This is the time interval where *Bmal1* expression is maximal in different tissues and cell types including myeloid cells [1, 2]. For behavioral tests, all animals were placed in the testing room equipped with automated activity monitoring system, VideoTrack (ViewPoint, Stoelting Co, Illinois).

**Immunofluorescence**

Male *CD11b^cre^* and *CD11b^cre^;Bmal1^lox/lox^* littermates were euthanized by CO_2_ inhalation and then transcardially perfused with 10 mM PBS. Brain tissue was isolated and immersed in 4% paraformaldehyde (PFA; 15714-S; Electron Microscopy Sciences, Hatfield, PA) overnight and serially cryopreserved in 20% sucrose and 30% sucrose. 5 µm brain sections were coronally sectioned using a sliding microtome (Microm HM430, Thermo Fisher Scientific, Waltham, MA). Brain tissue slices were placed in freezing media and stored at -80˚C. For immunostaining, brain tissue samples were washed 3× in PBS for 5 minutes and permeabilized in 0.2% triton-X100 in PBS for 20 minutes at room temperature. Samples were then washed in PBS and incubated for 1 hour in blocking buffer (0.2% triton-X100 supplemented with 10% normal donkey serum in PBS) and then in primary antibody (see Appendix for list of antibodies) overnight at 4˚C. Next, the samples were washed 3× in PBS for 5 minutes and then incubated in secondary antibody (see Appendix for the list of antibodies) for 2 hours. Samples were washed 3× in PBS for 5 minutes and then incubated in Hoechst stain for 10 minutes in PBS. Samples were washed in PBS and then mounted with Prolong^TM^ Gold antifade reagent (P36930; Invitrogen, Eugene, OR) onto Superfrost Plus slides (Thermo Fisher Scientific, Waltham, MA). For each slide, 2 or 3 brain sections were collected, and images acquired on Zeiss 780 LSM confocal microscope (Carl Zeiss, Thornwood, NY) using either 20×/0.45 NA dry objective lens 40×/0.95 NA oil immersion objective lens, or 63×/1.4 NA oil immersion objective lens. For analysis of LAMP1, regions of interest were drawn around IBA1+ cells in the CA1 region of the hippocampus and mean fluorescence intensity determined by ImageJ [3]. Morphological analysis of microglia was performed as described [4]. For the synaptic engulfment analysis, 10-15 brain sections across the CA1 hippocampal region were analyzed per mouse. For each brain sections, 3-5 fields of view were imaged, and 10 microglia analyzed per field of view. The MFI for each protein – PSD95, CD68 and IBA1 – was averaged per brain section and co-localization of PSD95 with CD68 in IBA1+ microglia was calculated by Pearson’s correlation coefficient. The final MFI values were averaged per mouse hippocampus and normalized to control *CD11b^cre^* hippocampus. Approximately 90 – 150 microglia analyzed were analyzed per hippocampus.

**Open Field Testing**

The open field task was performed as previously described [5]. The open field consisted of a plastic box (50cm × 50cm × 50cm) and was illuminated with 150 lux and divided into four quadrants, each with a 25 cm × 25 cm central zone and a 10 cm surrounding border zone. Male *CD11b^cre^* and *CD11b^cre^;Bmal1^lox/lox^* littermates were placed individually into the periphery of the open field arena and movement and activity of the mice was recorded for 30 minutes. The open field tests were performed during the dark phase. Each arena was cleaned with ethanol between mice. The following motor activity and anxiety-related parameters were recorded: number of entries into either the central or the border zone, the time spent, and the distance traveled in each zone, and the time spent mobile and immobile in each zone. Defecation was counted at the end of the test. All trials were recorded an automated activity monitoring system, VideoTrack (ViewPoint, Stoelting Co, Illinois). All parameters were calculated using Microsoft Excel and analyzed in GraphPad Prism software.

**Novel Object Recognition**

The novel object recognition task was performed as previously described [6]. *CD11b^cre^* and *CD11b^cre^;Bmal1^lox/lox^* littermates were habituated to the arena by allowing the mice to roam in the arena for 5 minutes. On day 2, two identical objects were placed in the arena at opposite ends and each mouse was allowed to explore the objects for 10 minutes with a 3-minute interval and then allowed exploration for another 10 minutes. On day 3, one object was replaced with a novel object and each mouse was allowed to explore the arena for 10 minutes. The arena and objects were wiped clean with ethanol between each trial and each mouse. Memory acquisition occurred when there was greater than 50% preference for the new object. All trials were recorded using an automated activity monitoring system, VideoTrack (ViewPoint, Stoelting Co, Illinois). All parameters were calculated using Microsoft Excel and analyzed in GraphPad Prism software.

**Barnes Maze**

Barnes maze task was performed as previously described [7]. Briefly, a large circular platform containing 20 holes on the outer edge was centered over a pedestal and elevated approximately 120 cm above the floor. The escape hole consisted of a PVC elbow joint connector that was similar in texture to the maze, while the other holes were left open to the floor. Distinct visual cues were placed at four equally spaced points around the platform. Two standing bright lights were used to motivate an escape response. The escape hole position remained the same for all days of the task. Male *CD11b^cre^* and *CD11b^cre^;Bmal1^lox/lox^* littermates performed three trials per day separated by 10 minutes for 3 consecutive days. Mice were placed in a dark chamber in the center of the arena for 10 seconds to ensure a random starting point and then they were allowed to explore the arena until they entered the escape hole or 3 minutes had passed. For each trial conducted on the same day, the starting location for the mouse was altered relative to the escape hole position. If mice failed to identify the escape hole within 3 minutes, they were gently guided by light tapping/directing toward the escape hole and given a score of 3 minutes. Between each trial, both the maze and escape hole were thoroughly cleaned with ethanol to remove any scent cues that might affect performance in subsequent trials. Primary latency, or the time to initial contact with the escape hole, was used as a measure of spatial memory. All trials were recorded an automated activity monitoring system, VideoTrack (ViewPoint, Stoelting Co, Illinois). All parameters were calculated using Microsoft Excel and analyzed in GraphPad Prism software.

**Synaptosomal preparation**

Hippocampal brain tissue isolated from male *CD11b^cre^* and *CD11b^cre^;Bmal1^lox/lox^* littermates was homogenized in 32 M sucrose in HEPES buffer (145 mM NaCl, 5 mM KCl, 2 mM CaCl_2_, 1 mM MgCl_2_, 5 mM glucose, 5 mM HEPES, pH 7.4) and cleared by centrifugation at 600 ×g for 10 minutes at 4˚C. Supernatant was diluted 1:1 in 1.3 M sucrose in HEPES buffer and centrifuged at 20,000 ×g for 30 minutes at 4˚C. Supernatant was saved and stored at -80˚C for comparison. The pellet was resuspended in RIPA lysis buffer (89901; Thermo Fisher Scientific, Waltham, MA) supplemented with protease and phosphatase inhibitors (A32959; Thermo Fisher Scientific, Waltham, MA).

**Western blotting**

Cell lysates or hippocampal synaptosomes were prepared in RIPA lysis buffer and clarified by centrifugation. Proteins from supernatants were quantified using the BCA method with the Pierce^TM^ BCA Protein Assay Kit (23227; Thermo Fisher Scientific, Waltham, MA). Equal concentrations of proteins (20 μg/lane) were separated on SDS-PAGE and transferred onto a polyvinylidene difluoride (PVDF) membrane (1620177; Bio-Rad Laboratories, Inc. Hercules, CA). The membrane was blocked for 1hr with 5% nonfat dried milk in 0.1% Tween20 in 10 mM Tris–HCl pH 7.5 (TBST, 15567027; Gibco, Waltham, MA) or blocked in 5% BSA (bovine serum albumin, A4161; Sigma, St. Louis, MO) in TBST. Membranes were incubated with primary antibodies (see appendix for list of antibodies) overnight at 4˚C, washed 3× in TBST for 10 minutes and subsequently incubated with secondary antibody for 2 hours at room temperature. Membranes were washed in 6× in TBST for 5 minutes and blots were imaged on the LiCor Odyssey CLx (LI-COR, Lincoln, NE) and analysis was completed using the associated software.

**Golgi preparation**

Male *CD11b^cre^* and *CD11b^cre^;Bmal1^lox/lox^* littermates were euthanized by cervical dislocation. Brain tissue was rapidly removed from each mouse and rinsed with distilled water and then transferred into the impregnation solution as specified by the Hito Golgi-Cox OptimStain^TM^ Kit (Hitobiotec Corp. Kingsport, TN). Samples were stored in the dark for 24 hours and then placed in fresh impregnation solution for 2 weeks in the dark at room temperature. Samples were then transferred to a sucrose solution and stored at 4˚C for 12 hours in the dark and then replaced in fresh sucrose solution and stored at 4˚C for 72 hours. Samples were then frozen in Tissue-Tek® O.C.T. compound (Sakura Finetek USA, Inc. Torrance, CA) and then cut into 80 µm sections and allowed to dry. Samples were then rinsed in distilled water twice for 3 minutes and then stained with 20% ammonia solution and 1% sodium thiosulfate solution for 10 minutes and rinsed in distilled water twice for 4 minutes. Samples were serially dehydrated in 50%, 75%, 95% and 100% ethanol, cleared in xylene and coverslips applied using Permount mounting medium (Thermo Fisher Scientific, Waltham, MA). Brightfield z-stack images were acquired on Zeiss 780 LSM confocal microscope (Carl Zeiss, Thornwood, NY) using either 20×/0.45 NA dry objective lens or 63×/1.4 NA oil immersion objective lens.

Apical secondary dendritic segments from layer IV/V cortical pyramidal cells and pyramidal cells in the CA1 hippocampal region that were clearly filled, without breaks or overlaps, and without precipitate, approximately 10 – 20 μm long were analyzed by an observer blinded to genotype to obtain dendritic spine density.

**Microglial isolation for RNA-seq**

Brain tissues from male *Cd11b^cre^* and *Cd11b^cre^*;*Bmal1^lox/lox^* littermates were homogenized in Dounce buffer (15 mM HEPES buffer, 0.5% glucose, in HBSS without phenol red), supplemented with RNAase inhibitor (RNAsin, 3335402001, 2000U; Sigma, St. Louis, MO) and then passed through a 70 µm cell strainer (352350; Falcon, Fisher Scientific, Pittsburgh, PA). Cells were pelleted at 400 ×g for 5 minutes at 4˚C and resuspended in MACS buffer (0.5% BSA, 2 mM EDTA in 10 mM PBS). Cells were incubated with myelin removal beads (130-096-433; Miltenyi Biotec, Auburn, CA) at 4˚C for 15 min and then washed in 2 ml MACS buffer supplemented with RNAase inhibitor. Cells were then run through the Miltenyi LD column placed in the MACS magnet (130-043-901 LD Columns; 130-090-976 QuadroMACS Separator; Miltenyi Biotec, Auburn, CA) and columns were subsequently rinsed twice with MACS buffer. Cells were pelleted at 300 ×g for 5 min at 4˚C, resuspended in MACS buffer and incubated with CD11b microbeads (130-093-634; Miltenyi Biotec, Auburn, CA) for 15 min at 4˚C. Cells were washed in MACS buffer at 300 ×g for 10 min at 4˚C and resuspended in MACS Buffer. Cells were separated by Miltenyi LS columns (130-042-401; Miltenyi Biotec, Auburn, CA). Cells were then centrifuged at 300 ×g for 10 min at 4˚C and resuspended in TRIzol LS (10296-028, ThermoFisher, Waltham, MA).

**RNAseq Library construction and sequencing**

A total amount of 1 μg RNA per sample was used as input material for RNA sample preparation. Lack of RNA degradation was confirmed on 1% agarose gels. RNA purity was checked using the NanoPhotometer® spectrophotometer (IMPLEN, CA, USA). RNA integrity and quantification were assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA). Sequencing libraries were generated using NEBNext® UltraTM RNA Library Prep Kit for Illumina® (NEB, USA) following manufacturer’s recommendations and index codes were added to attribute sequences to each sample. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5X). First strand cDNA was synthesized using random hexamer primer and M-MuLV Reverse Transcriptase (RNase H-). Second strand cDNA synthesis was performed using DNA Polymerase I and RNase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3’ ends of DNA fragments, NEBNext adaptors with hairpin loop structure were ligated to prepare for hybridization. To select cDNA fragments of 150~200 bp in length, library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, USA). Then 3 μl USER Enzyme (NEB, USA) was used with size-selected, adaptor-ligated cDNA at 37 °C for 15 min followed by 5 min at 95 °C before PCR. Then PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. Finally, PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system.

**RNAseq analysis**

Raw mRNA sequencing data was processed with the nf-core/rnaseq pipeline (v3.8.1) [8]. Default parameters were used except for removing reads derived from ribosomal RNA (rRNA). Transcript integrity numbers were calculated, and reads were mapped to the mouse reference genome. According to default parameters, reads were mapped with STAR (v2.7.10a)[9] and quantified transcript abundance with Salmon (v1.5.2) [10]. All output is available upon request. Differential expression analysis (DEA) was performed with DESeq2 (v1.32.0)[11]. Two outlier samples were removed from downstream analysis, but their sequence data is available. 

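All 20362 genes of the deposited table had more than 5 counts in at least 5 of the 25 mice, so the table already holds the result of this filter, and no gene was removed by applying it again. Requiring at least 10 counts in every mouse left 11251 genes.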

Only transcripts with more than five reads in at least each of 5 different samples were considered for DEA. A single four level variable (cKO_Aged, cKO_Young, WT_Aged, and WT_Young) was used to encode the experimental design, and DEA was performed between each pair of conditions with default DESeq2 parameters followed by log fold-change shrinkage with the “apeglm” method [12]. Genes were deemed differentially expressed if their fold-change in any direction was greater than 1.5, and their adjusted p-value (Benjamini-Hochberg method) was less than 0.1. Principal component analysis (PCA) was performed on the variance stabilizing transformation of the transcript count matrix within the DESeq2 package as well. Functional enrichment analysis was performed via PANTHER statistical overrepresentation test (Release date: 2022-07-12) [13] on the gene ontology (GO) annotations of the mouse genome (Release date: 2022-03-22). Only genes tested were used as background. GO terms with at least three genes and an adjusted p-value (Benjamini-Hochberg method) of less than 0.1 were considered enriched. Plots for all analysis were created with ggplot2 [14]. All code is available upon request. GEO accession "GSE214514".

**Electrophysiology**

Measurement of hippocampal plasticity was carried out as previously described [15]. Male *CD11b^cre^* and *CD11b^cre^;Bmal1^lox/lox^* littermates were euthanized by cervical dislocation, and the hippocampus was rapidly dissected out into ice-cold (4°C) artificial cerebrospinal fluid (ACSF), saturated with carbogen (95% O_2_/5% CO_2_). ACSF consisted of 124 mM NaCl, 4.9 mM KCl, 24.6 mM NaHCO3, 1.20 mM KH_2_PO_4_, 2.0 mM CaCl_2_, 2.0 mM MgSO_4_ and 10.0 mM glucose, and pH 7.4. Transverse hippocampal slices, 350 μm thick, were prepared from the dorsal area with the McIlwain tissue chopper (Stoelting, Wood Dale, IL) and transferred to a recovery chamber for at least 1.5 hours with oxygenated ACSF at room temperature before being placed into a submerged-type chamber at 32 °C. Slices were continuously perfused with ACSF at a flow-rate of 1.5 ml/min. Slices were then carefully positioned on a R6501A multi-electrode array (Alpha MED Scientific, Osaka, Japan) with electrodes arrayed in an 8 × 2 matrix with an interpolar distance of 150 μm and each matrix measured at 50 μm × 50 μm. After a 30-minute incubation, fEPSPs in the CA1 hippocampal region were recorded by stimulating downstream electrodes in the CA1 and CA3 regions along the Schaffer collateral pathway. Signals were acquired using the MED64 System (AlphaMED Sciences, Osaka, Japan). The time course of the fEPSP was calculated as the descending slope function for all the experiments. Input/output curves were established by applying increasing stimulus currents to the pathway starting from 10 μA to 90 μA (in 5 μA increments) and recording evoked responses. After input/output curves had been established, the stimulation strength was adjusted to elicit a fEPSP slope at 35% maximal value, which was maintained throughout the experiment. During the baseline recording, a single response was evoked at a 30-second interval for at least 20 minutes. To induce a strong form of long-term potentiation, three episodes of theta-burst stimulation (TBS) were used, each TBS consisting of 10 bursts of 4 stimuli at 100 Hz separated by 200 ms (double pulse-width), followed by a recording of evoked responses beginning 1 minute after the induction of long-term potentiation and continuing every 30 seconds until the end of the experiment. WT control and cKO mice were randomized during the experiment. The mean baseline fEPSP value was calculated and the percentage change from baseline after TBS was analyzed for long-term potentiation.

Paired-pulse ratio (PPR) experiments were conducted as described [16]. PPR responses to two impulses given at an interval of 10, 20, 50,100, 200, or 500 ms were recorded. During baseline recording, 3 single stimuli (0.1 ms pulse width; 10 second intervals) were measured every 5 minutes and averaged for the 60-minute fEPSP values.

**Surgery for sleep deprivation studies**

Male *CD11b^cre^* and *CD11b^cre^;Bmal1^lox/lox^* littermates were anesthetized with an intraperitoneal (IP) injection of ketamine (100 mg per kg bodyweight) and dexmedetomidine (0.5 mg per kg bodyweight) and placed on a small animal stereotaxic frame (David Kopf Instruments). Mice were then implanted with a custom-made EEG/EMG implant comprised of two stainless steel screws implanted over the right frontal cortex (1 mm anterior to Bregma and 1.5 mm lateral to the midline) and right parietal cortex (1 mm anterior to lambda and 1.5 mm lateral to the midline) for recording EEG, and two stainless steel wires implanted underneath the neck muscles for recording EMG signals. Following the procedure, mice received an IP injection of atipamezole (5 mg per kg bodyweight) to reverse the anesthetizing effects of dexmedetomidine. Following surgery, the mice were individually housed in custom recording chambers/cages and allowed to recover for 2 weeks, followed by an additional 7 days of acclimation to a flexible EEG/EMG connection cable.

**Polysomnographic recordings and analysis**

Male *CD11b^cre^* and *CD11b^cre^;Bmal1^lox/lox^* littermates were housed in reversed 12-hr light/dark cycle, beginning at 7:00 AM (Zeitgeber time (ZT) 0). Three continuous 24-hr recordings were collected beginning at ZT 0, and the average of the 3 recordings was analyzed. The EEG/EMG signals were amplified (Grass Instruments) and digitized at 256 Hz using Vital Recorder (Kissei Comtec America) software. The signals were then digitally filtered (EEG: 0.5-30 Hz, EMG: 10-40 Hz) and spectrally analyzed by fast Fourier transformation, and manually scored in 4-s epochs as wake, non-REM (NREM) sleep, or REM sleep using SleepSign (Kissei Comtec America). We defined wake, NREM sleep, and REM sleep as the following: Wake: desynchronized low-amplitude EEG and heightened tonic EMG activity with phasic bursts; NREM sleep: synchronized, high-amplitude, low-frequency (0.5 – 4.5 Hz) EEG with little to no EMG activity; and REM sleep: desynchronized low-amplitude EEG with a pronounced theta rhythm (5 – 9 Hz) and a flat EMG. For calculating sleep-wake bout numbers and durations, we defined the sleep cycle as beginning at the onset of NREM sleep and ending at the offset of REM sleep or the onset of a wake episode lasting 12 seconds, allowing for brief awakenings (<12 seconds) in either case.

For the sleep deprivation and recovery study, the mice were sleep deprived for 4-hours starting at ZT 4 by placing the animals in a novel environment enriched with novel objects (various plastic toys) and novel foods and lacking any bedding material. The live EEG/EMG recordings were monitored and whenever a mouse entered NREM sleep, they were aroused by gentle stroking with a paintbrush. After 4 hours, the mice were returned to their home cage and sleep/wake behavior during the remaining light phase and subsequent dark phase was monitored and analyzed.

**Statistical analysis**

Analyses were performed using GraphPad Prism software version 9 (GraphPad Software, LaJolla, CA). Unless otherwise specified, values represent the means ± SEM with *P* < 0.05 considered statistically significant. Data were analyzed by paired and unpaired Student’s *t*-tests, one-way ANOVA, two-way ANOVA, or repeated measures two-way ANOVA with Tukey’s posthoc or Bonferroni multiple comparison tests to determine significance. Normality of the distribution of the data was tested with Kolmogorov–Smirnov normality tests using the column statistics function of GraphPad Software.

**Online supplemental materials**

Fig. S1 shows a representative immunoblot of BMAL1 protein in peritoneal macrophages and a representative immunofluorescent image and quantification of PSD95 and SNAP25 expression in the CA1 hippocampal region in young mice. Fig. S2 shows representative immunofluorescent images and quantification of PSD95, C1q and CD68 in the hippocampal CA1 region in young mice. Fig S3 shows representative immunofluorescent images and quantification of IBA and CD68 in the CA1 hippocampal region and the morphological analysis of IBA1+ microglia from young mice. Fig. S4 shows the representative immunofluorescent images and quantification of lysosomal protein LAMP1, and p62 in aged mice. Fig. S5 shows the volcano plot of differentially expressed genes in microglia isolated from young and aged mice. Fig S6 shows the EEG spectral power analysis in aged mice.

**REFERENCES**

1. Akashi, M. and T. Takumi, *The orphan nuclear receptor RORalpha regulates circadian transcription of the mammalian core-clock Bmal1.* Nat Struct Mol Biol, 2005. **12**(5): p. 441-8.

2. Nguyen, K.D., et al., *Circadian gene Bmal1 regulates diurnal oscillations of Ly6C(hi) inflammatory monocytes.* Science, 2013. **341**(6153): p. 1483-8.

3. Schneider, C.A., W.S. Rasband, and K.W. Eliceiri, *NIH Image to ImageJ: 25 years of image analysis.* Nat Methods, 2012. **9**(7): p. 671-5.

4. Young, K. and H. Morrison, *Quantifying Microglia Morphology from Photomicrographs of Immunohistochemistry Prepared Tissue Using ImageJ.* J Vis Exp, 2018(136).

5. Seibenhener, M.L. and M.C. Wooten, *Use of the Open Field Maze to measure locomotor and anxiety-like behavior in mice.* J Vis Exp, 2015(96): p. e52434.

6. Leger, M., et al., *Object recognition test in mice.* Nat Protoc, 2013. **8**(12): p. 2531-7.

7. Pitts, M.W., *Barnes Maze Procedure for Spatial Learning and Memory in Mice.* Bio Protoc, 2018. **8**(5).

8. Ewels, P.A., et al., *The nf-core framework for community-curated bioinformatics pipelines.* Nat Biotechnol, 2020. **38**(3): p. 276-278.

9. Dobin, A., et al., *STAR: ultrafast universal RNA-seq aligner.* Bioinformatics, 2013. **29**(1): p. 15-21.

10. Patro, R., et al., *Salmon provides fast and bias-aware quantification of transcript expression.* Nat Methods, 2017. **14**(4): p. 417-419.

11. Love, M.I., W. Huber, and S. Anders, *Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2.* Genome Biol, 2014. **15**(12): p. 550.

12. Zhu, A., J.G. Ibrahim, and M.I. Love, *Heavy-tailed prior distributions for sequence count data: removing the noise and preserving large differences.* Bioinformatics, 2019. **35**(12): p. 2084-2092.

13. Thomas, P.D., et al., *PANTHER: Making genome-scale phylogenetics accessible to all.* Protein Sci, 2022. **31**(1): p. 8-22.

14. Wickham, H., *ggplot2 : elegant graphics for data analysis.* 2009: p. viii, 212 p. : ill.

15. Minhas, P.S., et al., *Restoring metabolism of myeloid cells reverses cognitive decline in ageing.* Nature, 2021. **590**(7844): p. 122-128.

16. Latif-Hernandez, A., et al., *The two faces of synaptic failure in App(NL-G-F) knock-in mice.* Alzheimers Res Ther, 2020. **12**(1): p. 100.

How the deposited data were processed for this re-analysis (not part of the article)

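RNA from CD11b+ cells of the brain was sequenced in 25 male mice in 4 groups, young WT (n = 6), young Bmal1 cKO (n = 6), aged WT (n = 6) and aged Bmal1 cKO (n = 7). Each mouse was 1 library and 1 replicate. Groups were taken from the genotype and age labels of the samples, which match the group sizes in the legend of Fig. 7. Because Arntl was not lower in the libraries labelled cKO, directions are given relative to the labels.

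The values are estimated counts per gene that the authors made and deposited as whole numbers, without normalization. The authors ran the nf-core/rnaseq pipeline with removal of ribosomal RNA reads, mapped reads with STAR to the mouse reference genome, whose build the paper's methods do not name, and quantified transcripts with Salmon. They removed 2 outlier samples, which were not analysed here, and kept genes with more than 5 reads in at least 5 samples. All 20362 genes of the table pass that filter. For their own tests the authors used DESeq2 with apeglm shrinkage, with a single 4-level variable, an adjusted p-value below 0.1 and a fold change above 1.5. The legend of Fig. 7 and the methods differ in the adjusted p-value, and that of the methods was used, with 0.05 as an alternative. Salmon can divide reads between similar transcripts, so counts of paralogs and of overlapping genes, such as those of the Trim and Gvin1 clusters, are less certain than others.

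From the counts, edgeR 4.0.16 in R 4.3.3 computed TMM factors and quasi-likelihood tests over all 25 mice with 1 group variable and no covariate. The common dispersion was 0.307. The standard error of a log2 fold change is its size divided by the square root of the F statistic of the test. Fold changes against a group with at most 3 counts in every mouse are lower bounds, computed against 3 counts. CPM values use the TMM factors, and log2 CPM values a prior count of 2. Exact permutation tests enumerated all splits of the mice of 1 age and were two-sided. Tests over 12 or more mice of mixed groups, and correlations, used 100000 resamples. PCA used the variance stabilizing transformation of DESeq2 1.42.0 and the 500 most variable genes, and the share of distances held by genotype used all genes. Aged mice were also grouped by animal number without its last digit, after the data had been seen, in exact permutation tests within genotypes. Up to 100 splits of the mice were drawn to count how often other groupings gave as many calls.

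The comparisons were cKO against WT within each age, aged against young within each genotype, and the interaction of both. The alternatives were RLE factors, DESeq2 without and with apeglm 1.24.0 shrinkage, voom with sample quality weights in limma 3.58.1, at least 10 counts in every mouse, adjusted p below 0.05, no minimum fold change, only the groups compared, 2 surrogate variables from sva 3.50.0, and leaving out each mouse in turn. The closing section gives their effect. The microglial marker score was added as a covariate after the data had been seen. Marker scores are the mean log2 CPM of marker genes of 11 cell types.

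The genes named in the text were chosen by a rule fixed before the data were examined. It covers every gene with a readable label in Fig. 7C and Fig. S5, the 10 genes called higher in aged cKO with the smallest adjusted p-values, the 5 calls of each contrast and direction with the largest change, Arntl with 14 core clock and clock output genes, and 11 genes of proteins that the paper measures or proposes as regulators. With Btaf1, the called gene outside this rule, these were 102 genes. Btaf1 and Gm4759 were chosen after their values had been seen, and marker genes are named as members of their lists.

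Gene symbols and positions come from GENCODE M21 on GRCm38, in which 20217 of the 20362 identifiers were found and 145 were not. Total counts per library ran from 6852660 to 17874398. At this depth a gene with fewer than about 10 counts per mouse is measured with large counting error, and a gene with 0 counts is described as not detected at this depth.

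Each test was tried on simulated counts for 19734 genes of which 200 were changed by known factors. Only well counted genes were changed, by factors well above the 1.5-fold threshold. The groups otherwise shared the same means, without a difference of age or cell type, and genes varied independently. At the thresholds above, edgeR recovered 92.5% of the changed genes with 16 false calls, DESeq2 96% with 55, apeglm shrinkage 96% with 44 and voom 91.5% with 14, and none gave a wrong sign. These rates do not give the power or the false calls of the aged comparison, whose libraries differed in cell type markers.

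Enrichment of GO terms was left out because the gene annotation it needs was not used here. No reads were analysed, and expression of single exons was therefore not measured. The immunostaining and behavior of the paper have no values in this table.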

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

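The marker genes of each cell type were listed, and the tests of library size, of a few genes taking most of the counts, of gene length and of GC content were chosen, before their results were seen. The tests of other cell types, of genotype and of animal numbers on the position along PC1 were chosen after the position had been seen.

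Marker transcripts of neurons, astrocytes and oligodendrocytes were higher in the aged libraries, a signal that the paper does not report for these libraries. A marker score was taken as the mean log2 CPM of a list of genes for each cell type. The neuron score (12 genes, such as Snap25 and Syn1) was 3.36 ± 0.755 (SD, n = 12) in young and 6.91 ± 1.02 (SD, n = 13) in aged mice, a difference of 3.55, and all 13 aged mice lay above the young mice, which ranged from 2.11 to 5. The astrocyte score (10 genes) differed by 4, with all 13 aged mice above the young range of 3.18 to 6. The oligodendrocyte score (10 genes) differed by 3.18, with 11 of the 13 aged mice above the young range of 1.95 to 4.31. The microglial score (15 genes) changed the other way, from 9.87 ± 0.338 in young to 5.48 ± 2.28 in aged mice, a difference of −4.39, with all 13 aged mice below all young mice. Each of these 4 differences had a permutation p of 1e-05, two-sided, the smallest that 100000 resamples give, and 2.75e-05 after Benjamini-Hochberg adjustment over 11 scores. Scores of blood and of other myeloid cells were lower in aged mice, by a difference of −4.24 for neutrophils (permutation p = 0.0007, adjusted 0.0011), −2.69 for border-associated macrophages (7e-05, adjusted 0.000154), −2.53 for erythroid cells (0.0005, adjusted 0.000917) and −1.36 for lymphocytes (0.012, adjusted 0.0165), with 8, 10, 6 and 7 of the 13 aged mice below all young mice. At the gene level, 12 of 12 neuron and 10 of 10 astrocyte markers were called higher in aged than in young mice of either label. All 15 of 15 microglial markers were called lower, and these counts were the same with TMM and with RLE factors. Of 10 oligodendrocyte markers, 8 were called higher in WT and 9 in cKO mice. All 5 erythroid markers were called lower in mice of either label. Of 6 border-associated macrophage markers, 6 were called lower in WT and 4 in cKO mice with TMM factors. Few single genes were called for the other lower scores, with 0 and 1 of 6 neutrophil and 2 and 1 of 6 lymphocyte markers in WT and cKO mice.

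Among the aged mice the same scores followed the spread along PC1. The microglial score and the position on a PC1 computed without the marker genes had Pearson's r = −0.973 across 13 mice (permutation p = 1e-05, the smallest possible here; 0.00014 adjusted over 14 relations; Spearman's rho −0.923), r = −0.967 without the 2 mice farthest from the median score, −0.983 within aged WT and −0.988 within aged cKO mice. The microglial and neuron scores had r = −0.908 (permutation p = 0.00011, adjusted 0.000455; rho −0.863, permutation p = 0.00022), r = −0.871 without the 2 farthest mice, −0.871 within WT and −0.978 within cKO mice. A candidate explanation is that the aged preparations held varying amounts of RNA from neurons and oligodendrocytes besides microglia (r = −0.812 of the microglial and oligodendrocyte scores, permutation p = 0.00106, adjusted 0.00247). The astrocyte score did not follow the microglial score among the aged mice (r = −0.27, permutation p = 0.375).

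Other technical explanations for the spread were weighed in the same mice, with the position on the PC1 computed without the marker genes except for genotype. The total count and that position had r = 0.532 (permutation p = 0.063, adjusted 0.11; rho 0.527), which did not pass 0.05, with r = 0.436 within WT (exact permutation p = 0.372) and 0.604 within cKO mice (exact permutation p = 0.148). The share of counts in the 10 genes with the most counts had r = −0.27 over all aged mice (permutation p = 0.373; rho −0.346) and 0.0986 within WT mice (exact permutation p = 0.838), but −0.805 within cKO mice (exact permutation p = 0.0488, not adjusted), so that it cannot be set aside for the cKO mice. Across genes, which are not independent replicates, the slope on PC1 had a rank correlation of 0.235 with transcript length and of 0.0638 with GC content, both under the limit of 0.3 set for them. Genotype had an exact permutation p of 0.623 on the PC1 of the 500 most variable genes.

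The labels name no batch, but the animal numbers of the aged mice fall into 7 groups that are alike up to the last digit, and the spread followed them. Within the genotypes, 88.5% of the variance on the PC1 computed without the marker genes and 90.4% of that of the microglial score lay between these number groups (exact permutation tests over 25200 ways of dealing the mice of each genotype to groups of the same sizes, p = 0.00762 and 0.00603). The 2 aged WT mice of number group 12, for example, had microglial scores from 8.02 to 8.16 and the 3 of number group 13 from 3.58 to 5.73. What the numbers stand for is not stated, and a shared litter, cage or day of preparation may each leave this pattern. None of the 7 groups holds both genotypes (3 are WT and 4 cKO), so among aged mice a difference between genotypes and one between number groups cannot be told apart. Over the means of the 7 groups, the microglial and neuron scores had r = −0.948 (exact permutation p = 0.00198; rho −0.857, exact permutation p = 0.0238; r = −0.894 without the 2 farthest groups), and genotype had an exact permutation p of 0.714 over 35 splits on either PC1. Tests that treat the 13 aged mice as exchangeable, here and at the other results, take no account of this grouping.

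Age is the biological explanation that the design offers for the difference between the young and aged scores. Since no aged mouse overlapped the young mice in the microglial, neuron or astrocyte score, a change of expression with age cannot be told apart from a change in the share of RNA from other cells.

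One aged cKO mouse had a choroid plexus and ependymal marker score of 2.23, where the other aged cKO mice ranged from 3.09 to 3.64. One aged WT mouse had a Sqstm1 level of 8.05 log2 CPM, where the other aged WT mice ranged from 6.91 to 7.22. Each was far from its group relative to the group's range. In all, 149 groups were examined this way, of which 2 held such a mouse, where chance gives 7.45. No biological explanation was tested for either value.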

How the results depend on the processing

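The alternatives were chosen before the data were examined, except the microglial marker score as a covariate, which was chosen after seeing the data. For each result that changed the cause was not tested, except where the filter of at least 10 counts removed the genes called.

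The number of genes called between the genotypes depended on the test. In aged mice, 2 genes were called higher with edgeR's TMM, against 5 with DESeq2, 4 with apeglm shrinkage, 1 each with voom, with at least 10 counts in every mouse and with adjusted p below 0.05, and 0 with only the groups compared, where 167 were higher at an unadjusted p-value below 0.05. For genes lower in aged cKO the count of 8 became 61 with DESeq2 (8 of the 8 kept), 17 with apeglm shrinkage (6 kept), 5 with voom, 1 with at least 10 counts, 3 with only the groups compared and 21 with the marker score covariate (8 kept). In young mice, the 1 gene called higher became 8 with DESeq2, 8 with apeglm shrinkage, 45 with voom, 0 with at least 10 counts, 4 with only the groups compared, 4 with 2 surrogate variables and 3 with the covariate. The 7 genes lower in young cKO became 12 with DESeq2, 64 with voom, 0 with at least 10 counts, 11 with surrogate variables and 18 with the covariate, with the 7 kept in each of these but the stricter filter. With apeglm shrinkage 8 genes were called, of which only 4 were among the 7. Under the stricter filter, 200 genes were higher and 291 lower in young cKO at an unadjusted p-value below 0.05. The 1 gene higher at both ages became 0 with at least 10 counts and 0 with only the groups compared, and the 5 lower at both ages became 8 with DESeq2, 3 with voom, 0 with at least 10 counts and 3 with only the groups compared. That filter removed from the test all 5 genes lower at both ages, all 7 lower in young cKO, 6 of the 8 lower and 1 of the 2 higher in aged cKO, and 3533 of the 10595 calls between aged and young cKO mice, but not the 1 gene higher in young cKO. The 0 genes called for the interaction, with 591 at an unadjusted p-value below 0.05, became 7 with DESeq2, 3 with apeglm shrinkage, 1 with voom and 1 with the covariate. Between aged and young cKO mice, the 10595 calls fell to 6992 with at least 10 counts in every mouse, of which 6786 were among the former. With the covariate they fell to 5729 (4469 among the former), and the 9163 calls between aged and young WT mice to 5226 (4001 among the former), where the ages do not overlap in the covariate. The remaining counts, among them all those with RLE factors and without a minimum fold change, stayed within 1.5 times the count given first.

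With each mouse left out in turn, aged calls ran from 1 to 3 genes higher and from 6 to 13 lower, young calls from 0 to 2 higher and from 7 to 8 lower, and calls at both ages from 0 to 1 higher and from 5 to 6 lower. Age calls ran from 8130 to 10180 in WT and from 10106 to 10939 in cKO mice, and the interaction stayed at 0.

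PC1 held 64.2% of the variance with all genes and 79.5% with log2 CPM in place of the variance stabilizing transformation, and PC2 held 8.47% and 7.41%. The young genotype share rose to 24.6% with the 500 most variable genes. The differences on PC1 and PC2 kept their direction and their side of 0.05 in both alternatives.

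The log2 fold change of Arntl in young mice, which was near 0, reversed to 0.06139 with voom, 0.001882 with surrogate variables and 0.02328 with the covariate, and ran from −0.0854 to 0.0678 with each mouse left out. In aged mice it stayed between 0.188 and 0.382, except with apeglm shrinkage. There none of the 15 clock genes, Arntl among them, had a log2 fold change above 0.136. For C1qa in aged mice it reversed to 0.01027 with RLE factors, 0.01116 with DESeq2, 0.000119 with apeglm shrinkage, 0.3907 with voom, 0.06577 with only the groups compared and 0.01222 with surrogate variables. C1qb reversed to −0.261 with the covariate. C1qc reversed to 0.05912 with RLE factors, 0.05991 with DESeq2, 0.000513 with apeglm shrinkage, 0.1239 with voom, 0.03481 with at least 10 counts and 0.1145 with only the groups compared. Cd68 reversed to 4.7e-05 with apeglm shrinkage and 0.05066 with only the groups compared. With each mouse left out, C1qa ran from −0.524 to 0.463, C1qb from −0.399 to 0.637, C1qc from −0.546 to 0.514, Cd68 from −0.609 to 0.391 and Lamp1 from −0.0778 to 0.136. None of these genes was called in any of the 9 settings. The genes called at an age and named here kept their direction at that age in all alternatives that gave a value.

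Over the 301 values of single genes under all alternatives, 206 kept their direction and side of the threshold, 47 became weaker, 6 stronger and 42 reversed. The median log2 fold change of all genes moved by more than 0.1 only for age, from 0.0427 in WT and −0.0323 in cKO mice to −0.127 and −0.267 with voom and to −0.0908 and −0.21 with surrogate variables, and age changes are to be read relative to it.

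Applying no filter could not change a result, since the deposited table holds only genes that pass the filter, and it gave no separate value. The interaction has no value with only the groups compared, as it needs all 4. No paired analysis was possible because the mice of different groups share no replicate numbers. Depth limits the genes with few counts. 4930579K19Rik rests on at most 10 counts in an aged mouse and ran from 4.09 to 5.88 with each mouse left out.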

Differences from the paper's values

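No test in this part was chosen after a result was seen, apart from the alternative named as such. The paper's values are those of its text.

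The paper reports 150 genes that differ between aged cKO and aged WT mice, and 10 were called here. None of the alternatives set before the data were examined closed the gap. The count was 66 with DESeq2, 21 with apeglm shrinkage (the procedure in the paper's methods), 12 with 2 surrogate variables, 10 without a minimum fold change, 9 with RLE factors, 8 with adjusted p below 0.05, 6 with voom, 3 with only the groups compared and 2 with at least 10 counts in every mouse, and it ran from 7 to 15 with each mouse left out. The difference lies in the genes higher in cKO, for which the paper reports 137 and 2 were called here. The alternatives gave at most 5 (DESeq2), so none closed it. For genes lower in aged cKO, the paper reports 13 against 8 here. With apeglm shrinkage the count was 17 and with surrogate variables 10, which do not differ from the paper's value by the factor of 1.5 used here, nor did 4 of the 25 fits that left out a mouse (6 to 13 genes in all such fits). The other alternatives did differ.

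In young mice the paper reports 18 genes and 8 were called here. DESeq2 (20), apeglm shrinkage (16), only the groups compared (13) and surrogate variables (15) came within 1.5 times the paper's value. The rest of the alternatives set before the data were examined, such as voom with 109, did not. The microglial marker score as a covariate, chosen after seeing the data, gave 3 genes higher and 18 lower, together also within 1.5 times. The paper reports 10 genes higher in young cKO, against 1 here, and DESeq2 and apeglm shrinkage each gave 8, the only alternatives within 1.5 times. The paper's own counts of overlap give other numbers of young genes than this text, 8 higher and 10 lower, which are also the numbers of genes labelled on each side of Fig. S5. Against these, DESeq2 and apeglm shrinkage each gave 8 genes higher, of which 7 are among the 8 labelled there, and 12 and 8 lower, of which 7 and 6 are among the 10 labelled.

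Over both ages, the paper's counts of overlap rest on 144 genes higher in cKO, against 2 here, and no alternative reached it, the highest being 45 with voom. They rest on 19 genes lower, against 10 here. Apeglm shrinkage gave 20, surrogate variables 14, and 1 of the fits that left out a mouse came within 1.5 times (range 8 to 14), while the other alternatives did not.

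The paper labels genes in its volcano plots as called. Of the 29 matched labels on the higher side of Fig. 7C, Hddc3 was called here and 9 had a log2 fold change in the other direction. With only the groups compared Hddc3 was not called either. Of the 13 on its lower side 5 were called (Gvin1, Myo7a, Trim12a, Trim30d and Trim5). Ide was called in addition with surrogate variables, while Trim30d was not called with voom, only Myo7a was called with at least 10 counts in every mouse, and Gvin1, Trim12a and Trim5 alone were called with only the groups compared. On the lower side of Fig. S5, 5 of 10 were called. DESeq2, voom and surrogate variables also called Cmpk2 and Trps1, apeglm shrinkage called Cmpk2 and Trps1 but not Gm16464, and the microglial marker score as a covariate, chosen after seeing the values, called both as well. On the higher side of Fig. S5, Hddc3 was called. DESeq2 and apeglm shrinkage also called 9130208D14Rik, Bbs10, Gm26232, Mrpl48-ps, Ngrn and Trim34b. Voom called 9130208D14Rik, Bbs10, Mrpl48-ps, Ngrn, Smyd4 and Trim34b, surrogate variables 9130208D14Rik and Ngrn, and the covariate chosen after seeing the values Ngrn. With at least 10 counts in every mouse, no label of Fig. S5 was called on either side. The paper's text assigns the larger part of the young calls to the upregulated genes, and its counts of overlap to the downregulated ones, while 7 of the 8 calls here were lower in cKO.

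The paper states that variability among the aged mice lies on PC2. Here the aged mice spread on PC1 as well, with an SD of 32.4 in aged WT mice there and of 13.3 on PC2.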

Other observations

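The tests of reads moved between paralogs and of the marker score covariate on the genes lower in aged cKO, and all counts over other splits of the mice, were chosen before their results were seen. All other tests in this part were chosen after the result they bear on had been seen.

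Most genes called between libraries labelled cKO and WT lie near Arntl, the targeted gene, on chromosome 7 (GRCm38). Of the 12 genes called at either age, 9 (75%) lie within 20 Mb of Arntl, against 424 of 20217 tested genes (2.1%) (Fisher's exact test, two-sided, p = 1.5e-13). The same count was 9 of 11 calls with RLE factors, 13 of 77 with DESeq2, 9 of 31 with apeglm shrinkage, 16 of 109 with voom, 1 of 2 with at least 10 counts in every mouse, 9 of 13 with only the groups compared, 10 of 19 with 2 surrogate variables and 10 of 36 with the microglial marker score as a covariate. Fisher's test counts the 12 genes as independent, but most belong to the Trim and Gvin1 clusters and some lie inside another called gene. Its p-value therefore overstates the evidence. A candidate explanation is that the floxed allele was carried with a stretch of chromosome 7 from another mouse strain, in which these genes differ in sequence or in expression from the strain of the WT mice and of the reference. Gene counts cannot tell a transcript that is absent from one whose reads no longer map, and no reads were analysed here. Reads moved between paralogs would leave the sum over a family near that of WT. The summed CPM of the Trim family in cKO was 0.483 of WT in young and 0.387 in aged mice, and that of the Gvin1 family 0.407 and 0.366, all under the limit of 0.8. The members did not all fall, since Trim34b and Gm4759 were higher at both ages without passing the threshold. A single mislabelled mouse would put a Gvin1 count on the wrong side, and 0 of the 25 libraries had one. Gvin1 is itself one of the genes called between the labels, however, so this count cannot clear the labels as a whole. RNA from other cell types was tested with the microglial marker score as a covariate, under which 8 of the 8 genes called lower in aged cKO were still called. The score hardly differed between the aged genotypes and some of these genes had 0 counts in every aged cKO mouse, so the covariate could not have removed such calls and this test shows nothing for them. The counts themselves go against the explanation for Gvin1, which had 0 counts in the aged cKO mouse with the highest microglial score (8.29) and 227 in the aged WT mouse with the lowest (3.14), and 0 counts in all 6 young cKO mice, whose microglial scores were above those of all young WT mice. A strain difference near Arntl and an effect of losing BMAL1 on these genes cannot be told apart with these groups.

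Arntl itself was not lower in libraries labelled cKO. Dilution by RNA from other cells would leave a decrease in the young libraries, where the microglial markers were highest, and the log2 fold change there was −0.00707. The Arntl level of 2 of the 6 young cKO mice (10.6 and 12.5 CPM) lay below the lowest young WT mouse (13.4 CPM). A mislabelled sample was weighed by the same Gvin1 count (0 of 25 libraries on the other side), which cannot exclude an exchange of the labels as a whole. Whether the floxed exon is missing from the transcripts could not be tested, because counts over the whole gene do not show single exons. The paper's own evidence for the deletion is reduced BMAL1 protein in peritoneal macrophages, which were not sequenced.

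The clock output genes were looked at as a readout of BMAL1 activity. The mean log2 CPM of 8 of them (Nr1d1, Nr1d2, Dbp, Tef, Hlf, Ciart, Per3 and Bhlhe41) was 4.34 ± 0.0874 (SD, n = 6) in young cKO and 4.56 ± 0.494 (SD, n = 6) in young WT mice, a difference of −0.216 (exact permutation test, two-sided, p = 0.316). In aged mice the difference was −0.0758 (exact permutation test, two-sided, p = 0.714). The mean was higher in the aged libraries (5.56 in WT and 5.49 in cKO mice), whose microglial marker scores were lower. The aged values therefore need not come from microglia, and their difference cannot show BMAL1 activity in these cells. Of 15 core clock and output genes, 0 were called at either age, with 0 in aged and 2 in young mice at an unadjusted p-value below 0.05, and the smallest p-value adjusted over the list alone was 0.693 in aged and 0.199 in young mice. None was called in any of 9 settings, in which that smallest p-value fell as low as 0.0585 in aged mice with 2 surrogate variables, where 3 genes had an unadjusted p-value below 0.05, and 0.139 in young mice with only the groups compared, where 5 had. Mice were collected in a window of 2 h, ZT2 to ZT4, so a change of rhythm at other times of day was not tested.

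The genes of proteins that the paper measured in hippocampal tissue were compared in these isolated cells. Microglial marker scores were lower in the aged libraries, so a level there need not be that of microglia. Of 11 such genes, 0 were called in the aged or young comparison under any of 9 settings, and 0 had an unadjusted p-value below 0.05 at either age in the edgeR test of all 25 mice. Adjusted over the list alone, the smallest p-value there was 0.998 in aged and 0.772 in young mice. The list-adjusted minimum fell to 0.0113 in young mice with only the groups compared, where 9 of the 11 genes had an unadjusted p-value below 0.05, and to 0.0159 in aged mice with the microglial marker score as a covariate, an alternative chosen after seeing the data. In aged mice the log2 fold change was −0.07 for C1qa (standard error 0.798), 0.13 for C1qb (0.838), −0.02 for C1qc (0.802), −0.08 for Cd68 (0.789) and 0.05 for Lamp1 (0.201), so that the errors of the first 4 genes leave room for changes of more than 1 log2 unit either way.

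The decrease of the C1q transcripts with age was shared with the microglial markers. The mean log2 CPM of C1qa, C1qb and C1qc fell by 4.18 from young to aged mice. Relative to the microglial marker score it was higher in aged mice by 0.213 (permutation test, two-sided, 100000 resamples, p = 0.00942), with 6 of 6 aged WT and 3 of 7 aged cKO mice above all 12 young mice, so that a change in the share of microglial RNA may account for the decrease, since the score itself changed by −4.39, but leaves this relative increase unexplained. Relative to the same score, C1q was 0.574 ± 0.256 (SD, n = 7) in aged cKO and 0.832 ± 0.107 (SD, n = 6) in aged WT mice, a difference of −0.258 (exact permutation test, two-sided, p = 0.0472). This did not pass adjustment over 14 tests (0.22), the p-value ran from 0.0173 to 0.101 with each mouse left out in turn, and 4 of the 7 cKO mice lay below all WT mice.

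The microglial marker score did not differ detectably between the genotypes in aged mice (difference −0.258, exact permutation test, two-sided, p = 0.849). In young mice it was higher by 0.525 in cKO, with 6 of 6 cKO mice above all WT mice (exact permutation test, two-sided, p = 0.00216, the smallest possible; 0.0238 adjusted over 11 scores). The young cKO libraries also had more counts. With the log2 total count taken into account the difference was 0.512 and the permutation p stayed at 0.00216, and the score followed the total neither within young WT (r = 0.104) nor within young cKO mice (r = −0.263), with 6 mice each. The labels name no batch. Of 4 groups of young mice with animal numbers alike up to the last digit, 1 holds both genotypes, in which the 3 cKO mice were above the 1 WT mouse by a mean of 0.414 (exact permutation p = 0.5, where 4 splits allow no less than 0.25), so the pattern cannot be told apart from a difference between such groups. In aged mice the mural cell score was lower in cKO (difference −1.32, exact permutation p = 0.00641), which did not pass 0.05 after adjustment over 11 scores (0.0705).

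Other splits of the same mice were compared with the split by label, drawing 100 splits in each comparison with the real one included. In the aged mice 13 of the 100 splits gave at least 10 calls, 81 other splits gave 0, and the highest other count was 4072. At least 150 calls, the number the paper reports for its own test, came from 10 of the splits. The number of aged calls was therefore not larger than splits of the same mice can give, whatever the standing of single genes. These splits also treat the mice as exchangeable, although aged mice with like animal numbers lay together on PC1. In the young mice 2 of 100 splits gave at least 8 calls, with up to 233 in another split. The 6 genes called in the same direction at both ages were reached by 1 of 100 splits, the real one, and the 99 others gave 0. For age, 1 of 100 splits, the real one, reached the 9163 calls in WT mice (up to 7955 in another split), and 1 of 100 reached the 10595 calls in cKO mice (up to 10237). For the interaction of genotype and age, 58 of 100 splits gave as many genes at an unadjusted p-value below 0.05 as the real one.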
